# Neurogenomic insights into paternal care and its relation to territorial aggression

**DOI:** 10.1038/s41467-019-12212-7

**Published:** 2019-09-30

**Authors:** Syed Abbas Bukhari, Michael C. Saul, Noelle James, Miles K. Bensky, Laura R. Stein, Rebecca Trapp, Alison M. Bell

**Keywords:** Behavioural ecology, Social evolution, Genetics

## Abstract

Motherhood is characterized by dramatic changes in brain and behavior, but less is known about fatherhood. Here we report that male sticklebacks—a small fish in which fathers provide care—experience dramatic changes in neurogenomic state as they become fathers. Some genes are unique to different stages of paternal care, some genes are shared across stages, and some genes are added to the previously acquired neurogenomic state. Comparative genomic analysis suggests that some of these neurogenomic dynamics resemble changes associated with pregnancy and reproduction in mammalian mothers. Moreover, gene regulatory analysis identifies transcription factors that are regulated in opposite directions in response to a territorial challenge versus during paternal care. Altogether these results show that some of the molecular mechanisms of parental care might be deeply conserved and might not be sex-specific, and suggest that tradeoffs between opposing social behaviors are managed at the gene regulatory level.

## Abstract (web summary)

Compared to motherhood, the molecular changes associated with fatherhood are less understood. Here, the authors investigate gene expression changes associated with paternal care in male stickleback fish, and compare them with patterns in territorial aggression.

## Introduction

In many species, parents provide care for their offspring, which can improve offspring survival. There is fascinating diversity in the ways in which parents care for their offspring, from infant carrying behavior in titi monkeys, poison dart frogs and spiders to provisioning of offspring in burying beetles and birds^1,2^. The burden of parental care does not always land exclusively on females; in some species both parents provide care and in others males are solely responsible for care.

Our understanding of the molecular and neuroendocrine basis of parental care has been largely influenced by studies in mammals, where maternal care is the norm. In mammals, females experience cycles of estrus, pregnancy, child birth and lactation as they become mothers, all of which are coordinated by hormones. While maternal care is often primed by hormonal and physiological changes related to embryonic or fetal development, the primers for paternal behavior are likely to be more subtle, such as the presence of eggs or offspring^3,4^. Despite this subtlety, there is growing evidence that males can also experience changes in physiology and behavior as they become fathers, some of which resemble changes in mothers^5^. For example, men experience increased oxytocin^6^ and a drop in testosterone^7^ following the birth of a child. Indeed, a recent study in burying beetles showed that the neurogenomic state of fathers when they are the sole providers of care closely resembles the neurogenomic state of mothers^8^.

There is taxonomic diversity in the specific behavioral manifestations of care, but all care-giving parents go through a predictable series of stages as they become mothers or fathers, from preparatory stages prior to fertilization (e.g. territory establishment and nest building) to the care of developing embryos (e.g. pregnancy, incubation), to care of free-living offspring (e.g. provisioning of nestlings, lactation, etc). Each stage is characterized by a set of behaviors and events, and the transition to the next stage depends on the successful completion of the preceding stage e.g. ref. ^9^. The temporal ordering of stages, combined with our understanding of the neuroendocrine dynamics of reproduction^10^, prompts at least three non-mutually exclusive hypotheses about how we might expect gene expression in the brain to change over the course of parental care. First, because each stage is characterized by a particular set of behaviors, each stage might have a unique neurogenomic state associated with it (the unique hypothesis). Second, some of the demands of parenting remain constant across stages, e.g. defending a nest site, therefore we might expect to see the signal of a preceding stage to persist into subsequent stages (the carryover hypothesis), resulting in shared genes among stages, especially between stages close together in the series. Finally, extending the reasoning further, and considering that parents must pass through one stage before proceeding to the next, genes associated with one stage might be added to the previous stage as a parent proceeds through the stages (the additivity hypothesis, an extension of the carryover hypothesis).Whether changes that occur at the neurogenomic level can be mapped on to behaviorally defined (as opposed to endogenously defined) stages of parental care is unknown. Moreover, we know little about whether there are genes that conform to a unique, carryover or additive pattern across stages of care. These hypotheses provide a novel conceptual framework for improving our understanding of parental care at the molecular level, and could serve as a model for studying other life events that comprise a series of behaviorally defined stages, e.g. stages of territory establishment, stages of pair-bonding, stages of dispersal, etc.

Unlike mammals, paternal care is relatively common in fishes: of the fishes that display parental care, 80% of them provide some form of male care, therefore fish are good subjects for understanding the molecular orchestrators of paternal care^11,12^. Moreover, the basic building blocks of parental care are ancient and deeply conserved in vertebrates^13^. For example, the hormone prolactin was named for its essential role in lactation in mammals, but had functions related to parental care in fishes long before mammals evolved^14^. Growing evidence for deep homology of brain circuits related to social behavior^15–18^ suggests that the diversity of parental care among vertebrates is underlain by changes in functionally conserved genes operating within similar neural circuits^19^.

In this study, we track the neurogenomic dynamics of the transition to fatherhood in male stickleback fish by measuring gene expression (RNA-Seq) in two brain regions containing nodes within the social behavior network, diencephalon and telencephalon. Gene expression in experimental males is compared across five different stages (nest, eggs and three time points after hatching) and relative to a control group. In this species, fathers are solely responsible for the care of the developing offspring, and male sticklebacks go through a predictable series of stages as they become fathers, from territory establishment and nest building to mating, caring for eggs, hatching and caring for fry^20^.

In addition to providing care, parents must be vigilant to defend their vulnerable dependents from potential predators or other threats. Tradeoffs between parental care and territory defense have been particularly well studied in the ecological literature, e.g.^21^, and parental care and territorial aggression represent the extremes on a continuum of social behavior—from strongly affiliative to strongly aversive. Therefore, an additional goal of this study is to compare and contrast the neurogenomics of paternal care with the neurogenomic response to a territorial challenge. As parental care and territorial aggression are social behaviors and both utilize circuitary within the social behavior network in the brain^15–17^, we expect to observe similarities between parental care and a territorial challenge at the molecular level. However given their position at opposite ends of the continuum of social behavior, along with neuroendocrine tradeoffs between them^22^, here we test the hypothesis that opposition between parental care and territorial aggression is reflected at the molecular and/or gene regulatory level.

Altogether results suggest that some of the molecular mechanisms of parental care are deeply conserved and are not sex-specific, and suggest that tradeoffs between opposing social behaviors are managed at the gene regulatory level.

## Results

### Neurogenomic dynamics of paternal care

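RNA from the diencephalon and the telencephalon of 40 male sticklebacks was sequenced. The males formed 8 groups of 5: males with a nest, males 4 days after fertilization of their eggs, males at early, mid and late hatching on day 5, and reproductively mature control males without a nest that were sampled at 9 a.m., 1 p.m. or 5 p.m. Males with a nest, with eggs and at early hatching were compared with the 9 a.m. control group, males at mid hatching with the 1 p.m. group and males at late hatching with the 5 p.m. group. There were 79 libraries, because 1 control male of 1 p.m. had a telencephalon library and no diencephalon library. The authors deposited, for each library, the number of reads that HTSeq assigned to each gene of the Ensembl annotation, without normalization, together with the reads that fell outside genes, in several places or in more than 1 gene. Counts on genes ranged from 16025932 to 37371744 per diencephalon library (median 21237874) and from 15839679 to 29785260 per telencephalon library (median 20319003). The lowest group median was 18664003, in the telencephalon of the 9 a.m. control group, and the highest was 24566446, in the diencephalon of the 5 p.m. control group. Genes with at least 0.5 CPM (counts scaled to the library total) in at least 5 libraries of a region were kept, which left 18609 genes in diencephalon and 18397 in telencephalon. Counts were scaled by the TMM method, and each stage was compared with its control group by edgeR's quasi-likelihood test in a fit of all groups of that region, with Benjamini-Hochberg adjustment and a threshold of 0.01. A likelihood ratio test with empirical values from permuted labels was run beside it with 99 regroupings of the males of each contrast. The sequencing lanes listed for the libraries (Supplementary Data 9) followed the groups: all control libraries were listed on multiple lanes, as was 1 late male in both regions, and the other experimental libraries were not. The first index of the libraries followed the groups as well: apart from that late male, no experimental male carried an index that a control male carried. Neither lane nor index can therefore be told apart from the group. The share of aligned reads outside genes also differed between groups. It was 44.6% ± 1.2 (SD, n = 5) in the diencephalon at late hatching and 39.4% ± 0.9 (SD, n = 5) in its control group, with every late male above every control male (two-sided exact permutation test, p = 0.00794, the smallest p that 5 males against 5 allow; 0.0794 after adjustment over 10 comparisons). The other 9 differences lay between -0.3 and 2.7 percentage points, none with an adjusted p under 0.2 in the same exact permutation test.

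**Figure D1:**
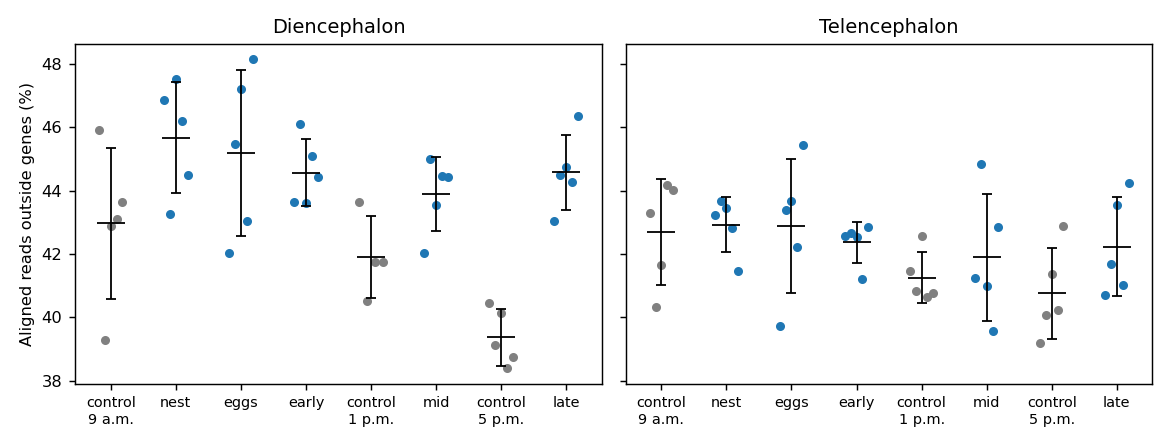
Percent of aligned reads outside genes in each library, by group and brain region. Points are males, and the lines and bars show the mean and SD of each group; in the diencephalon every male at late hatching, from 43.03 to 46.35, lies above every 5 p.m. control male, the highest of which was at 40.46.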

There were dramatic neurogenomic differences associated with paternal care. A large number of genes—almost 10% of the transcriptome—were differentially expressed between the control and experimental groups over the course of the parenting period (Fig. 1a, Supplementary Data 1). 

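In the quasi-likelihood test, 539 of 18799 genes tested (2.87%) had an adjusted p under 0.01 at 1 or more stages in either region. With the share of reads outside genes as a covariate, an alternative chosen after seeing the data, there were 5 genes (0.03%), the lowest number of the alternatives. A fit of the 2 groups of each contrast alone gave 9 (0.05%). The highest number came from the procedure with permuted labels, by which 5336 genes (28.38%) had an empirical value under 0.01, which is a p-value pooled over genes. By its construction that cutoff lets through between 180.7 and 185.1 genes on average in the regrouped males of each of the 10 contrasts. In the telencephalon at mid hatching the real labels gave 142 genes, fewer than the 182.8 of the regrouped males. With adjusted p under 0.05 in the quasi-likelihood test the union was 2365 genes (12.58%), and with DESeq2 it was 1358 (7.22%). The fold changes themselves were close to those of the paper: across the 717 genes that Supplementary Data 1 lists for the diencephalon here, the log2 fold changes correlated with those of the paper at r = 0.999958 at the nest stage. That correlation is across genes, which are not independent replicates. From the genes differentially expressed over the parenting period, the paper states that there were large neurogenomic differences in fathers.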

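With permuted labels, 545 genes were higher and 379 lower in the diencephalon of males with a nest than in control males, 433 and 360 with eggs, 225 and 166 at early hatching, 291 and 269 at mid hatching, and 891 and 1645 at late hatching. In the telencephalon the numbers were 371 higher and 398 lower at the nest stage, 234 and 209 with eggs, 194 and 216 at early hatching, 46 and 96 at mid hatching, and 458 and 620 at late hatching. Higher genes made up between 47.3% and 59% of the calls at 7 of the 10 contrasts, and 35.1% in the diencephalon at late hatching, 32.4% in the telencephalon at mid hatching and 42.5% in the telencephalon at late hatching. The quasi-likelihood test called 8 higher and 2 lower in the diencephalon at the nest stage, 4 and 2 with eggs, and 206 and 318 at late hatching, and none at early or mid hatching, where 1170 and 2581 genes had an unadjusted p under 0.05.

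**Figure D2:**
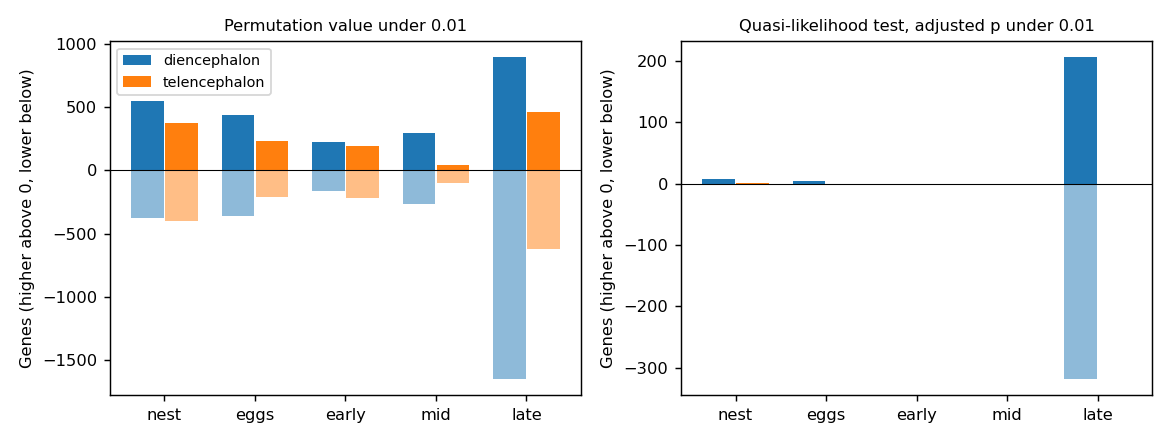
Number of genes higher (above 0) and lower (below 0) than in the control group at each stage in diencephalon and telencephalon, by permuted labels and by the quasi-likelihood test with adjusted p under 0.01. The 2 panels have different vertical scales; late hatching in diencephalon has the tallest bars in both, with 1645 and 318 lower genes.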

Within each stage, a comparable number of genes were up- and down-regulated. There were significant gene expression differences between the control and experimental groups within both brain regions; relatively more genes were differentially expressed in diencephalon.

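By the quasi-likelihood test 537 genes were called in the diencephalon and 3 in the telencephalon, 1 of them in both. The 3 in telencephalon were ENSGACG00000016537 and ENSGACG00000005739 with a nest and ENSGACG00000010437 with eggs; the supplement gives no names for them. ENSGACG00000016537 was at 672 ± 87.3 CPM (SD, n = 5 males) in the telencephalon with a nest and 358 ± 55 in control males (SD, n = 5), a log2 fold change of 0.91 (standard error 0.14, adjusted p = 0.00277, quasi-likelihood test), and its log2 fold change in the diencephalon was 0.78 (adjusted p = 0.00378, quasi-likelihood test). ENSGACG00000010437 fell from 72.8 ± 4.21 to 56.8 ± 2.69 CPM (SD, n = 5 each), a log2 fold change of -0.36 (adjusted p = 0.00216, quasi-likelihood test). Over the mean of the 5 stages, 901 genes were called in diencephalon (390 higher, 511 lower) and 112 in telencephalon (45 higher, 67 lower). The size of the gap between the regions depended on the processing. Of the settings compared, only that with the share of reads outside genes as a covariate did not give more genes in diencephalon. Over all stages, DESeq2 called 1248 genes in diencephalon and 133 in telencephalon, and permuted labels called 3993 and 2313. With the share of reads outside genes as a covariate, an alternative chosen after seeing the data, the counts were 2 and 3. Scores of marker genes of pituitary and photoreceptors as covariates, an alternative set before the data were examined, gave 484 and 1. No call then remained in telencephalon at the nest stage or over the mean of the 5 stages. Whether a gene's mean change differed between the regions was tested in one fit of all 79 libraries. No gene passed 0.01 (1584 had an unadjusted p under 0.05), and 5 genes passed when the male was a block in the fit. The 2 libraries of a male did deviate together: over 39 males and 18207 genes the deviations from the group means correlated at a mean of 0.486 for the same male against -0.125 for other males of the group, and for 39 of 39 males the highest correlation was with its own other region. The self-test with the same layout recovered 178 of 200 simulated differences between regions. It drew each library independently, so the 2 libraries of a male did not deviate together in it. Each simulated difference was also larger than 0.31 on the log2 scale, the median size of the 901 mean changes called in diencephalon. The recovery therefore does not show how many differences of a real size the test would find.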

**Fig. 1:**
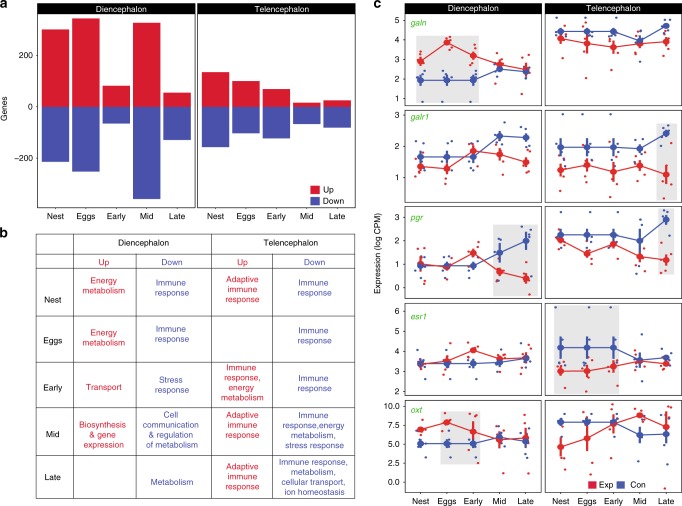
Neurogenomic dynamics of paternal care. **a** The number of up- and down-regulated differentially expressed genes (DEGs) at each stage of paternal care in diencephalon and telencephalon. **b** Summary of GO-terms that were enriched in up- and down-regulated genes at each stage in the two brain regions. **c** The expression profile of candidate genes related to maternal care (galanin, galanin receptor 1, progesterone, estrogen receptor 1, oxytocin) across stages, with expression in the two brain regions plotted relative to the appropriate circadian control group; data points represent individual samples with means and s.e.m. indicated. Statistical significance of these genes was assessed as a pairwise contrast between a stage and its control (see Supplementary Data 1 for full list of genes; source data are in GEO GSE134508) using negative binomial distribution with generalized linear models in edgeR. Boxes surround means that are statistically different between the control and experimental condition within the stage.

Functional enrichment analysis of the differentially expressed genes (DEGs) suggests that paternal care requires changes in energy metabolism in the brain along with modifications of immune system and transcription. Genes associated with the immune response were down-regulated in both brain regions and during most stages relative to the control group. Genes associated with energy metabolism and the adaptive component of the immune response were upregulated in telencephalon. Genes associated with the stress response were downregulated in both brain regions around the day of hatching. Genes associated with energy metabolism were downregulated as the fry emerged (Fig. 1b, Supplementary Data 2). The expression profile of particular candidate genes related to parental care are in Fig. 1c, with statistically significant differences between the control and experimental condition within a stage indicated. Altogether these patterns suggest that paternal care involves significant neurogenomic shifts in stickleback males.

### Change and stability of neurogenomic state across stages

We used these data to assess evidence for three non-mutually exclusive hypotheses about how neurogenomic state might change across stages of parental care. According to the unique hypothesis, there is a strong effect of stage on brain gene expression and little to no overlap among the genes associated with different stages. To evaluate this hypothesis we tested whether there were DEGs that were unique to each stage, i.e. not shared with other stages. We generated lists of genes that were differentially expressed between the control and experimental group at each stage within each brain region. Then, we excluded the DEGs that were shared between stages in order to identify unique genes to each stage. To increase confidence that the unique genes are truly unique to each stage, i.e. that they didn’t just barely passed the cutoff for differential expression in another stage (false negatives), we followed an empirical approach (as in^23^). We kept the cutoff for DEGs at the focal stage at FDR < 0.01 and relaxed the FDR threshold on the other stages   (Supplementary Fig. 1). This procedure was repeated for each stage and in each brain region separately. This analysis produced—with high statistical confidence—lists of DEGs that are unique to each stage (Fig. 2a), consistent with the “unique” hypothesis.

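With a permutation value under 0.01 at 1 stage and above 0.2 at the other 4, there were 34, 15, 15, 63 and 290 genes in the diencephalon at the nest, eggs, early, mid and late stages, 417 in all, and 56, 14, 6, 37 and 363 in the telencephalon, 476 in all. Genes without any change can meet this rule as well. How many would do so was not computed, so these counts are not numbers of genes shown to be specific to a stage. The count depended on the cutoff for the other stages: above 0.1 there were 899 genes in diencephalon and 830 in telencephalon, and above 0.5 there were 47 and 76. The lists of the quasi-likelihood test gave 288 in diencephalon, 286 of them at late hatching, and 0 in telencephalon. Tested directly against the mean change of the other 4 stages, contrasts that were chosen after the other results had been seen, 1 gene differed at the nest stage in diencephalon and 1 at late hatching in telencephalon, and none at the other 8 combinations, where between 689 and 2372 genes had an unadjusted p under 0.05. From the lists the paper proposes that each stage has genes of its own.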

**Fig. 2:**
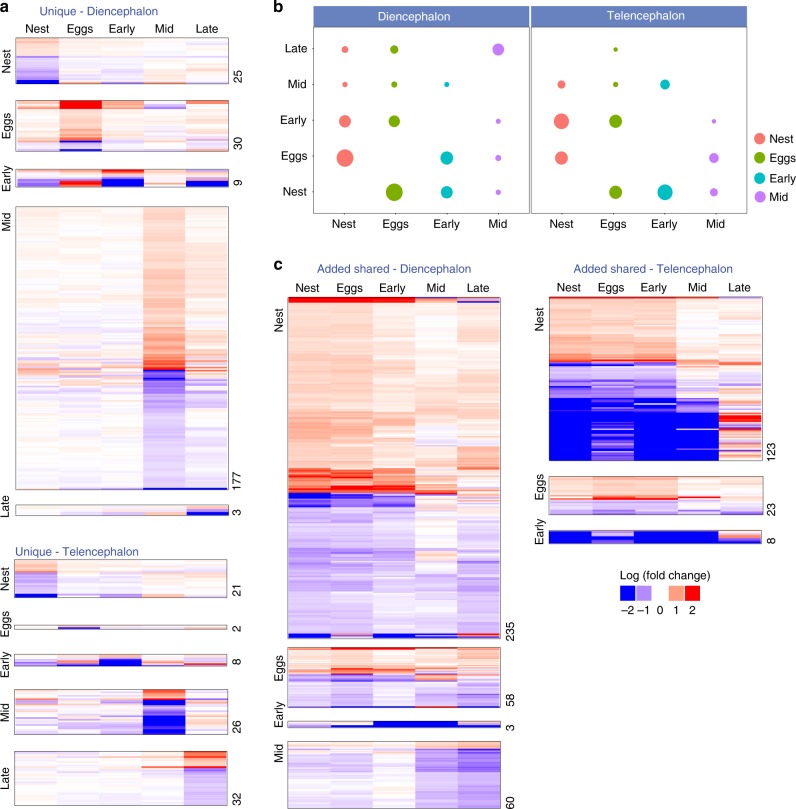
Change and stability of neurogenomic state across stages of parental care. **a** There were DEGs that were only differentially expressed during one stage. Shown is a heat map depiction of the expression profile of the genes that were “unique” to each stage, showing how they were regulated in other stages, separated by stage and by brain region. **b** The statistical significance of the pair-wise overlap between stages within each brain region. The size of the circle is proportional to the significance of the p-value (hypergeometric test FDR) of the overlap, such that large circles indicate smaller p-values. Note that the stages closest to the focal stage tended to share more DEGs compared to stages further apart in the series. **c** DEGs that were added to a stage and were also differentially expressed in subsequent stages. Shown is a heat map depiction of the added shared genes for each stage, separated by brain region, showing how they were regulated across stages. Red = upregulated, blue = downregulated. Numbers on the heat maps indicate the number of genes in each heat map. Source data are in GEO GSE134508

Next, we assessed the extent to which genes were shared among different stages of paternal care by testing whether the number of overlapping DEGs between stages was greater than expected using a hypergeometric test. Consistent with the carryover hypothesis, within each brain region, the number of overlapping DEGs between stages was statistically much greater than expected by chance (Supplementary Data 3), and stages that are close together in the series shared more DEGs compared to stages that are further apart (Fig. 2b, Supplementary Fig. 2).

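With permuted labels, the lists of males with a nest and males with eggs shared 298 genes in diencephalon, against 39.4 if the lists were independent, and 161 in telencephalon, against 18.5. Nest and early hatching shared 156 (19.4) and 197 (17.1), and eggs and early hatching 117 (16.7) and 151 (9.9). Of the pairs that do not share a control group, nest and late shared 264 in diencephalon (125.9), eggs and late 306 (108.1), mid and late 238 (76.3), nest and mid 51 (27.8), and eggs and mid 40 (23.9). Early and mid shared 15 in diencephalon (11.8), and early and late 51 (53.3), neither more than chance (adjusted p = 0.253 and 0.728, exact hypergeometric test). In telencephalon 7 of 10 pairs exceeded chance, and nest and late, early and late, and mid and late did not (adjusted p = 0.97, 0.527 and 0.97, exact hypergeometric test). The nest, eggs and early stages are compared with the same 5 control males. The labels of the males were also exchanged within their time of day. Each relabelled list took the genes with the lowest p, as many as the real list held. The median overlap of nest and eggs in diencephalon was then 170, from 63 to 323 over the relabellings. The real 298 was reached by 2 of 100 including the real labels. The median for nest and early was 100 in both regions, reached by 6 of 100 in diencephalon and 4 of 100 in telencephalon. The overlaps of nest and late and of eggs and late in diencephalon, 264 and 306, exceeded every relabelling, the highest of which gave 235 and 245. From these overlaps the paper proposes that genes carry over between stages and that stages close together share more.

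**Figure D3:**
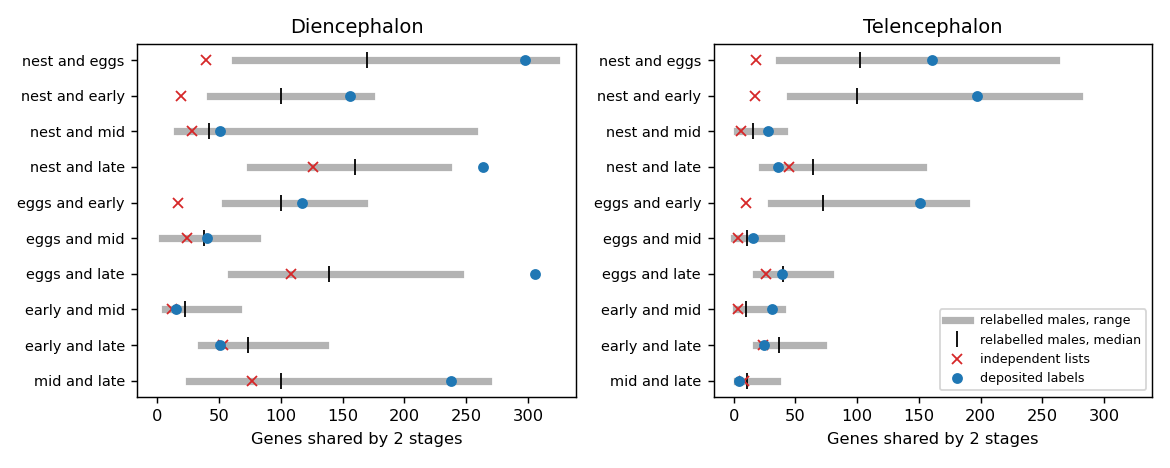
Genes shared by the lists of each pair of stages in each region. Relabelled lists were given the size of the real lists. Blue points are the real labels, red crosses are the number expected for independent lists, and grey bars and black ticks show the range and median over 99 relabellings of the males within their time of day; nest and eggs in diencephalon lie at 298, against a median of 170.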

These results suggest that there are genes whose signal persists across stages of care. We then evaluated the possibility that each new stage triggers a neurogenomic response which persists into subsequent stages, i.e. that genes associated with one stage are added to the previous stage as a parent proceeds through the stages. According to this hypothesis, when a parent is caring for eggs in their nest, for example, the “egg” genes are added to the previously activated “nest” genes, and so on, in an additive fashion. To examine this statistically, for each stage, we identified genes that: (1) were differentially expressed during the stage of interest; (2) were not differentially expressed during any of the preceding stages; (3) were also differently expressed in a subsequent stage, hereafter referred to as "added shared genes". Only genes added during a new stage were used to test for their overlap with subsequent stages, therefore except for the “nest added shared genes”, each of the added shared genes from the previous stage(s) were subtracted from the focal stage’s added shared genes (Supplementary Fig. 3). This process generated four sets of added shared genes: genes that were differentially expressed during the nest stage and were also differentially expressed during at least one subsequent stage (“nest added shared genes”), genes that were differentially expressed during the egg stage and were also differentially expressed during at least one subsequent stage but not during the nest stage (“egg added shared genes”), and so on.

This analysis revealed genes that became differentially expressed as males proceeded through different stages of paternal care and ROAST^24^ analysis found that the added shared genes remained differentially expressed in subsequent stages in a statistically significant manner (Supplementary Data 4). This suggests, for example, that there was a transcriptional signal of eggs which persisted after the egg stage. 

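By permuted labels, 515 genes in the diencephalon were called at the nest stage and again at 1 or more later stages, 295 higher and 220 lower than in control males. The eggs, early and mid stages added 214, 18 and 187 genes in this way. In the telencephalon 284 genes were added at the nest stage (136 higher, 148 lower), and 82, 17 and 3 at the eggs, early and mid stages. With the quasi-likelihood lists there were 3 in diencephalon and 0 in telencephalon at the nest stage, and with an unadjusted quasi-likelihood p under 0.01 there were 575 and 406. The rotation test of the methods (ROAST) was not run here.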

To see if the genes that were added and which persisted over time were similarly regulated across subsequent stages of paternal care, we examined the expression profiles of the added shared genes at each stage and tested if the direction of regulation was consistent across stages. This analysis revealed that added shared genes were indeed similarly regulated across stages (Supplementary Data 4, Fig. 2c). For example, added shared genes that were upregulated in males with nests were also upregulated during subsequent stages, especially during stages close to the nesting stage. 

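Of the added shared genes of the nest stage, 99% in diencephalon and 99.6% in telencephalon changed in the same direction with a nest, with eggs and at early hatching. These 3 stages share their control males: with labels exchanged within the time of day, the median share was 87.3% in diencephalon and 88.4% in telencephalon, and 1 and 2 of 100 relabellings, the real one included, reached the observed share.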

To investigate this further, we calculated the probability that all genes within a set of added shared genes were expressed in the same direction due to chance, i.e. either consistently up- or down-regulated. Then, we counted the number of genes within each set of added shared genes that were concordantly expressed. We found that the number of concordantly expressed genes was greater than expected by chance (diencephalon *χ*^2^ = 1859, *P* < 1e-6, telencephalon *χ*^2^ = 146, df = 2, *P* < 1e-4). For example, 172 of the 235 genes in the nest added shared genes in diencephalon were concordantly expressed across stages, much higher than the expected 15 genes due to chance. 

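Of the 515 added shared genes of the nest stage in diencephalon, 387 (75.1%) had the same direction at all 5 stages, against 32.2 if each stage's direction were independent. In telencephalon it was 123 of 284 (43.3%), against 17.8. When males were relabelled within their time of day the median share was 19% in diencephalon, and no other relabelling exceeded 74.1%. In telencephalon the median was 22.4%, and 6 of 100 relabellings, the real one included, were as large.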

The concordant expression pattern across stages suggests that an added shared gene serves a similar function in different stages.

### Pathways are not sex-specific and are deeply conserved

Some of the candidate genes associated with female pregnancy and maternal care were differentially expressed in different stages of paternal care in sticklebacks (Fig. 1c). For example, in mammals, levels of progesterone, estrogen and their receptors increase during pregnancy and then subside after childbirth. A similar pattern was observed in the diencephalon of male sticklebacks: both estrogen receptor *(esr1)* and progesterone receptor *(pgr*) were upregulated during early hatching and then subsided (Fig. 1c). Oxytocin (and its teleost homolog isotocin) plays an important role in social affiliation and parental care in mammals^6^ and fish^19,25–28^. Oxytocin (*oxt*) was upregulated in diencephalon when male sticklebacks were caring for eggs in their nests, and upregulated in telencephalon mid-way through the hatching process (Fig. 1c).

Genes that have been implicated in infanticide during parental care in mammals were also differentially expressed in sticklebacks, where egg cannibalism is common. Galanin—a gene implicated with infanticidal behavior in mice^29^—was highly expressed in diencephalon (which includes the preoptic area) during the nest, eggs and early hatching stages. However, the galanin receptor gene was downregulated during the middle to late hatching stages in both brain regions (Fig. 1c). Furthermore, the progesterone receptor—which mediates aggressive behavior toward pups in mice^30^—gradually declined in both brain regions as hatching progressed, and its level was lowest when all the fry were hatched (Fig. 1c). Up-regulation of galanin during the egg stage and down-regulation of progesterone receptor during the hatching stage could reflect how male sticklebacks inhibit cannibalistic behavior while providing care.

To test if the neurogenomic changes that we observed in stickleback fathers across stages, e.g. unique and added shared genes, are similar to the neurogenomic changes that mothers experience across stages of maternal care, we leveraged a recent dataset where brain gene expression was compared across a series of pregnancy and post-partum stages in mice (Supplementary Data 5)^31^. Similar to stickleback fathers, there were both unique and added shared DEGs across different stages of pregnancy and postpartpum in mouse mothers. We then tested if the enduring (added shared genes) and transient (unique) changes in neurogenomic state that were experienced in stickleback fathers were similar to the enduring and transient signals of pregnancy and the postpartum period in mouse mothers. Specifically, we compared mouse and stickleback added shared genes within the appropriate orthogroup (Supplementary Data 6). For example, we compared 356 stickleback added shared genes within 90 orthogroups in diencephalon and 838 mouse added shared genes within 265 orthogroups in hypothalamus and found that they shared 14 orthogroups. In order to test whether those 14 shared orthogroups is greater than expected due to chance, we employed a Monte Carlo based permutation approach. We did not use a regular hypergeometric test or regular permutation test here (at the orthogroup level) because each orthogroup contains more than one gene in both the stickleback and mouse genomes, and some of those genes were differentially expressed and others were not. Instead, we sampled the gene sets (e.g. 356 and 838 genes in diencephalon/hypothalamus) repeatedly (10^5^) and with replacement from both species’ universes and counted the overlaps at the orthogroup level. This overlap was then tested against the observed overlap to compute *p*-values, which are highly significant (Fig. 3, note that the overlap never reaches 14 orthogroups). Added shared genes in stickleback and mouse include *BDNF* (a candidate gene related to anxiety, stress and depression^32^) and a regulator of G protein receptors *RGS3* (related to insulin metabolism^33^). 

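bdnf (ENSGACG00000015502) was at 41.7 ± 11.3 CPM (SD, n = 5 males) in the diencephalon of males with a nest and at 22.3 ± 4 in control males of 9 a.m. (SD, n = 5), a log2 fold change of 0.90 (standard error 0.15, adjusted p = 0.00391, quasi-likelihood test). With eggs it was at 36.1 ± 6.23 (SD, n = 5), a log2 fold change of 0.69 (adjusted p = 0.0362, quasi-likelihood test), and at early hatching at 38.9 ± 1.49 (SD, n = 5), a log2 fold change of 0.80 (adjusted p = 0.0734, quasi-likelihood test), where every experimental male lay above every control male. At mid and late hatching the log2 fold changes were 0.15 and 0.18, within the spread of the males. In telencephalon the log2 fold changes were 0.61 with a nest, 0.52 with eggs and 0.41 at early hatching (adjusted p = 0.0458, 0.112 and 0.206, quasi-likelihood test). The paper's other example, the stickleback gene it lists beside RGS3 of the mouse (ENSGACG00000018993), had a log2 fold change of -2.52 in the telencephalon with a nest (standard error 0.72, adjusted p = 0.0927, quasi-likelihood test).

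**Figure D4:**
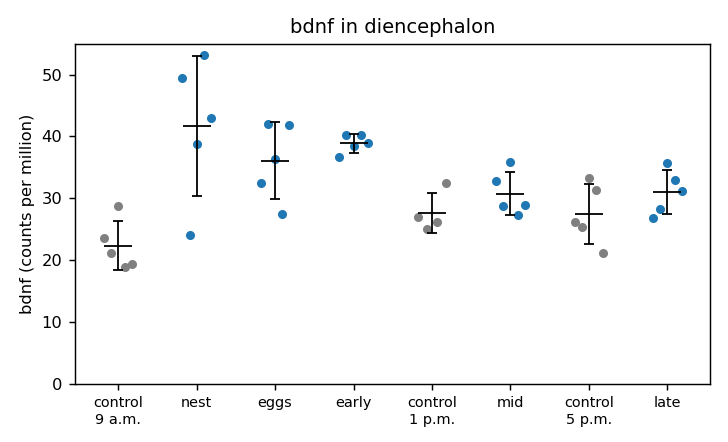
bdnf CPM in the diencephalon of each male, by group, with the mean and SD of each group. Males with a nest, with eggs and at early hatching have means of 41.7, 36.1 and 38.9, against 22.3 in their control group, and the spread of the nest group is 11.3.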

We followed the same procedure for the unique genes and did not find any evidence of sharing between the two species. For example, there were 33 unique genes in four orthogroups in mouse hypothalamus and 244 unique genes in 54 orthogroups stickleback diencephalon with no overlap between them (Supplementary Data 6).

**Fig. 3:**
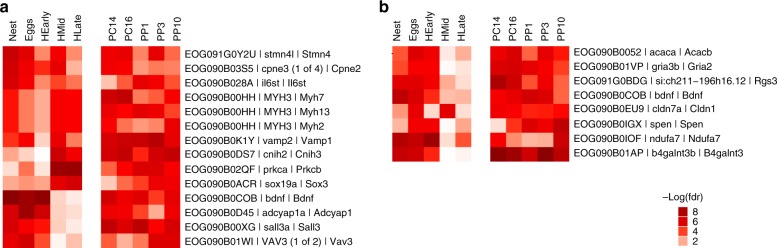
DEGs associated with shared orthogroups. Color represents the significance of differential expression between the control and experimental group (*p* values (−log(fdr)) across the five conditions in stickleback (left) and the five conditions in mouse (right). **a** shows the significance of DEGs within 14 shared orthogroups between diencephalon in stickleback and hypothalamus in mouse. **b** shows the significance of DEGs within nine shared orthogroups between telencephalon in stickleback and hippocampus in mouse. Source data are in GEO GSE134508

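Of the stickleback genes in these orthogroups, prkca (ENSGACG00000018519) had the largest fall in the diencephalon at late hatching among those reported here, from 38.5 ± 10.6 to 15.4 ± 3.34 CPM (SD, n = 5 males each), a log2 fold change of -1.31 (standard error 0.22, adjusted p = 0.00138, quasi-likelihood test). sox19a (ENSGACG00000020077, listed as sox19b in Supplementary Data 6) and cnih2 (ENSGACG00000020281) fell by 0.81 and 0.82 on the log2 scale (adjusted p = 0.00361 and 0.00804, quasi-likelihood test), and MYH3 (ENSGACG00000014475) rose by 0.82 (adjusted p = 0.0073, quasi-likelihood test). For each of these 4, the late and control males did not overlap. adcyap1a (ENSGACG00000004163) rose by 0.53 in the diencephalon with eggs (adjusted p = 0.0194, quasi-likelihood test). In telencephalon ndufa7 (ENSGACG00000008635) rose by 0.65 with a nest and 0.72 at early hatching (adjusted p = 0.0431 and 0.0219, quasi-likelihood test). Over all 27 genes named in the text and figures that could be matched to an identifier, 8 of 270 combinations of gene, region and stage passed 0.01. With the share of reads outside genes as covariate, an alternative chosen after seeing the data, 0 did.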

Altogether, the differential expression of candidate genes related to maternal care along with the deep homology of the enduring signal of care across stages (added shared genes) suggest that some of the neurogenomic shifts that occur during paternal care in a fish are deeply conserved and are not sex-specific.

### Parenting and aggression tradeoffs at the molecular level

To better understand how different social demands are resolved in the brain, we compared these data to a previous study on the neurogenomic response to a territorial challenge in male sticklebacks^34^, which measured brain gene expression 30, 60 or 120 min after a 5 min territorial challenge. The two experiments studied behaviors at the opposite ends of a continuum of social behavior: paternal care provokes affiliative behavior while a territorial challenge provokes aggressive behavior, and the challenge hypothesis originally posited that patterns of testosterone secretion reflects tradeoffs between parental care and territory defense, assuming that testosterone is incompatible with parental care in males^22^. Subsequent studies have shown that testosterone is not always inhibitory of parental care^35^, and that a territorial challenge activates gene regulatory pathways that do not depend on the action of testosterone^36^. Regardless of the specific neuromodulators or hormones, a mechanistic link between parental care and territory defense is likely to operate through the social behavior network in the brain because most nodes of this network express receptors for neuromodulators and hormones that are involved with both parental care and aggression^37^. Therefore we used these data to assess whether there is commonality at the molecular level between aggression and paternal care. For example, shared genes could reflect general processes such as the response to a social stimulus, while genes that are specific to an experiment could reflect the unique biology of paternal care versus territorial aggression. Alternatively, there might be a set of genes that is associated with both parental care and territorial aggression, but those genes are regulated in different ways depending on whether the animal is responding to a positive (parental care) versus negative (territorial challenge) social stimulus.

To compare the neurogenomics of paternal care and the response to a territorial challenge at the gene level, we pooled genes that were differentially expressed in the experimental compared to the control group (FDR < 0.01) across time points, stages and brain regions within each experiment, which resulted in two sets of genes associated with either a territorial challenge or paternal care (Fig. 4a). 

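Pooled over stages and regions, the procedure with permuted labels gave 3993 genes in diencephalon and 2313 in telencephalon, 970 of them in both. The territorial challenge data were not analysed here.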

There were 177 genes that were shared between the two experiments (Fig. 4b); this overlap is highly statistically significant (hypergeometric test, fdr < 1e-10).

**Fig. 4:**
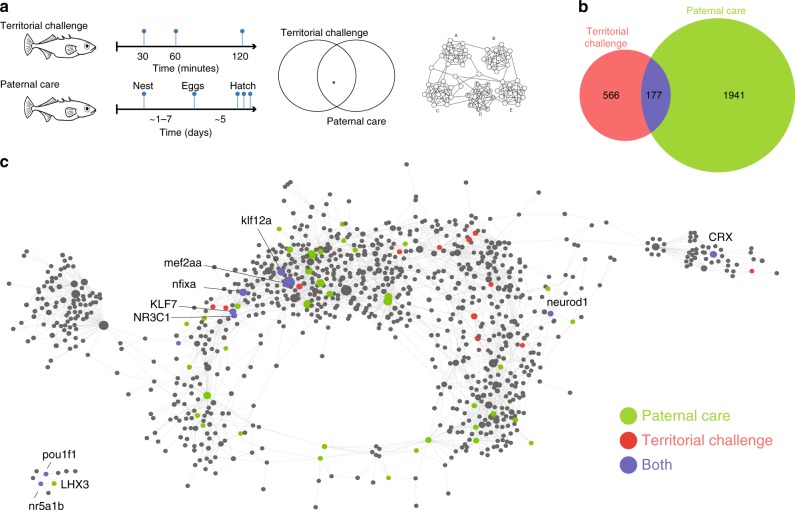
The regulatory dynamics of territorial challenge and paternal care. **a** Experimental time course sampling design in the two experiments. **b** Overlap between territorial aggression and paternal care DEGs. DEGs were pooled across time points and brain regions. **c** ASTRIX-generated transcriptional regulatory network. Each node represents a transcription factor or a predicted transcription factor target gene. Oversized nodes are transcription factors where the size of the node is proportional to the number of targets. Transcription factors whose targets are significantly enriched in either or both experiments are highlighted with different colors. Stickleback imaged drawn by MB. Source data are in GEO GSE134508

To identify genes that were unique to each experiment while guarding against false positives, we adopted the same empirical approach as described above (Supplementary Fig. 1). There were 153 genes unique to territorial challenge and 764 genes unique to paternal care and these unique genes were enriched with non-overlapping functional categories (Supplementary Data 7). For example, some of the genes that were unique to a territorial challenge were related to sensory perception and tissue development, whereas some of the genes that were unique to paternal care were related to oxidative phosphorylation and energy metabolism, which might reflect the high metabolic needs of males as they are providing care^38^.

The large number of genes that were differentially expressed both during paternal care and in response to a territorial challenge prompted us to test for evidence of their common regulation at the gene regulatory level. Therefore, we used the data from both experiments to build a transcriptional regulatory network and asked if there are transcription factors whose targets were significantly associated with the DEG sets from the paternal care experiment, the territorial challenge experiment or both experiments (Fig. 4, Supplementary Data 8). There were 10 transcription factors that were significantly enriched in both experiments. Eight out of 10 transcription factors were regulated in opposite directions in at least one of the conditions in the two experiments (Fig. 5). 

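crx (ENSGACG00000020178), which Supplementary Data 1 places on linkage group VII from 12798591 to 12800846, had a log2 fold change of -2.0 in the telencephalon with a nest (standard error 0.75, adjusted p = 0.209, quasi-likelihood test) and of -1.84 at early hatching (adjusted p = 0.326, quasi-likelihood test). It was at 1.74 ± 2.33 CPM in control males (SD, n = 5), from 0.111 to 5.71. Without control male 7 the log2 fold change of crx was -0.8 with a nest and -0.64 at early hatching. The size of these changes therefore rests largely on that male. nr5a1b (ENSGACG00000018317) is on linkage group XIV from 13848579 to 13856678. It was at 40.5 ± 61.4 CPM in the 9 a.m. control group (SD, n = 5), with 2 control males at 139 and 63.8 and the other 3 under 0.1. Its log2 fold change with a nest was -7.64 (standard error 2.14, adjusted p = 0.086, quasi-likelihood test). With eggs no library had more than 2 counts, so the difference is given against a floor of 3 counts: at least 275-fold lower in the mean, which rests on those 2 control males. With marker scores of pituitary and photoreceptors as covariates, an alternative set before the data were examined, the log2 fold change at the nest stage was 0.97 for nr5a1b and -0.10 for crx. The territorial challenge was not analysed here.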

Two of the transcription factors that were regulated in opposite directions (*NR3C1* and *klf7b*) have been implicated with social behavior in other studies (the glucocorticoid receptor *NR3C1* and psychosocial stress during pregnancy^39^; *klf7b* and austim spectrum disorder^40^). These patterns suggest that for some genes, different salient experiences—providing paternal care and territorial aggression—trigger opposite gene regulatory responses.

**Fig. 5:**
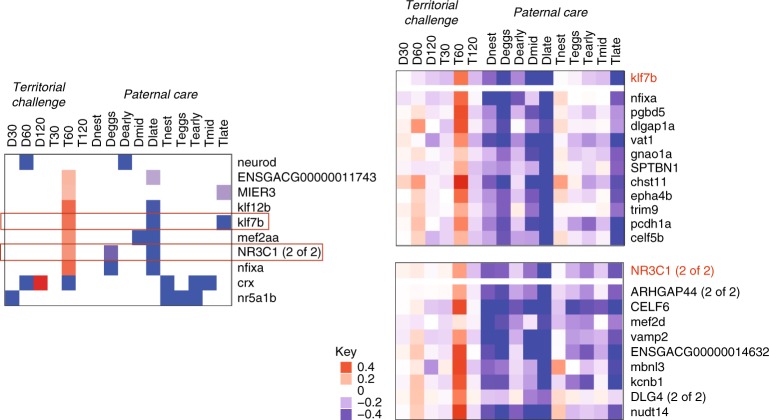
Shared regulators of a territorial challenge and paternal care. The panel on the left shows the expression pattern of the 10 transcription factors that were enriched in both experiments (Fig. 4). Columns are conditions within the two experiments (30, 60 or 120 min after a territorial challenge, the five stages of paternal care in diencephalon (D) or telencephalon (T)). Note that 8 of the shared transcription factors were regulated in opposite directions and in different brain regions in the two experiments. The two panels on the right show the expression pattern of two examples of shared, differentially regulated transcription factors (*Klf7b* and *NR3C1*) and their targets across all of the conditions. Source data are in GEO GSE134508

Interestingly, the transcription factors showing the opposite expression pattern were differentially expressed in different brain regions in the two experiments. 

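ENSGACG00000011743, the one transcription factor of Fig. 5 matched here that the figure shows lower in the diencephalon at late hatching, had a log2 fold change of -0.21 there (standard error 0.12, adjusted p = 0.273, quasi-likelihood test), and of -0.28 in the telencephalon at late hatching (adjusted p = 0.225, quasi-likelihood test). Of the target panels, 3 genes were lower there, with log2 fold changes of -0.99 for ENSGACG00000014632, -0.98 for mbnl3 (ENSGACG00000017015) and -0.70 for vamp2 (ENSGACG00000020297) (adjusted p = 0.00847, 0.00594 and 0.0309, quasi-likelihood test). mbnl3 went from 15.1 ± 2.85 to 7.64 ± 2.13 CPM (SD, n = 5 males each), without overlap between the groups.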

Specifically, shared transcription factors and their predicted targets were up*-*regulated in telencephalon in response to a territorial challenge and down-regulated in diencephalon during parental care. These findings point to the molecular mechanisms by which transcription factors might differentially modulate the social behavior network^15–17^ in the brain to manage conflicts between paternal care and territory defense.

## Discussion

While maternal care has long been recognized as an intense period when the maternal brain is reorganized^41,42^, our results suggest that paternal care also involves significant neurogenomic shifts. Many of the neuroendocrine changes that are experienced by mammalian mothers are driven by endogenous cues during pregnancy, birth and lactation, and are required for fetal growth and development^31,43^, with the neural circuits necessary for maternal care being primed by hormones during pregnancy and the postpartum periods^42^. Our results suggest that males can also experience dramatic neuromolecular changes as they become fathers, even in the absence of ovulation, parturition, postpartum events and lactation and their associated hormone dynamics^5^. We observed dramatic neurogenomic changes in males in response to cues for care that are exogenous (e.g. the presence of nesting material) and social (e.g. the presence of eggs or the hatching of fry). Such dramatic neurogenomic shifts associated with paternal care might be especially likely to occur in species when fathers are the sole providers of parental care, such as in sticklebacks. The effects might not be as strong in biparental systems where fathers contribute less. Consistent with this hypothesis, in burying beetles, when males were the sole providers of care, their brain gene expression profile was similar to mothers, but when they were biparental, fathers’ neurogenomic state was less similar to mothers’^8^.

A key challenge for care-giving parents is to defend their home and vulnerable offspring from threats, such as territorial intruders. Behavioral trade-offs between parental care and territory defense are well-documented^35^ and work in this area has been influenced by the challenge hypothesis^22^, which originally posited that androgens mediate the conflict between care and aggression. By comparing the neurogenomic dynamics of paternal care and the response to a territorial challenge, our work offers insights into the gene regulatory mechanisms by which animals resolve these conflicting demands. Our results suggest that opposing social experiences acting over different time scales—providing paternal care over the course of weeks versus responding to a territorial challenge over the course of minutes to hours—trigger opposite gene regulatory responses. In particular, an analysis of the predicted gene regulatory network identified transcription factors that were significantly enriched both following paternal care and in response to a territorial challenge, and the majority of the transcription factors (and their targets) were regulated in opposite directions in the two experiments (Fig. 5).

While previous studies have explored circuit-level changes in the social behavior network in response to different social stimuli^15^, our results point to the molecular basis of differential modulation of the social behavior network: the transcription factors showing the opposite expression pattern were differentially expressed in different brain regions in the two experiments. Specifically, shared transcription factors and their predicted targets were up*-*regulated in telencephalon in response to a territorial challenge and down-regulated in diencephalon during parental care. These findings suggest  the molecular mechanisms by which transcription factors might differentially modulate the social behavior network^15–17^ in the brain to manage conflicts between paternal care and territory defense. A similar pattern was observed at the transcriptomic (rather than gene regulatory) level when neurogenomic states were compared between territorial aggression and courtship in male threespined sticklebacks: some genes that were upregulated after a territorial challenge were downregulated after a courtship opportunity^44^. These results are also consistent with a detailed mechanistic study which showed that transcription factors play a role in setting up neural circuits to mediate opposing behaviors^45^.

Altogether our analysis of changes in neurogenomic state across stages of paternal care offers support for all three hypotheses proposed. For example, consistent with the unique hypothesis, there were genes that were unique to each stage. Genes exhibiting transient, stage-specific differential expression might be involved in facilitating the next stage, priming and/or responding to a particular event or stimulus during that stage, e.g. the arrival of offspring. Whether genes that were unique to a particular stage and not differentially expressed in other stages are a cause of future behavior or consequence of past behavior is unknown. We also found support for the carryover and additivity hypotheses: elements of an acquired neurogenomic state persisted into subsequent stages, which suggests that the events and behaviors that characterize a particular stage of paternal care (e.g. finishing a nest, the arrival of eggs, hatching) trigger a neurogenomic state that persists, perhaps for as long as those events and behaviors continue. Genes whose expression persists across stages could be involved in maintaining the previous neurogenomic state, and/or reflect the constant demands of parenthood, e.g. the nest must be maintained across all stages of care.

Moreover, our results suggest that changes in neurogenomic state in a fathering fish might share commonalities at the molecular level with the neurogenomic changes associated with maternal care in a mammal. The number of orthologous genes that were shared across stages of maternal care in mice^31^ and paternal care in sticklebacks was greater than expected due to chance. This suggests that the neurogenomic state that is maintained across pregnancy and the post partum period in mice, for example, at least partially resembles the neurogenomic state that is maintained while a male stickleback is caring for eggs and while the eggs are hatching. These results suggest that maternal and paternal care might share similarities at the molecular level, and this finding is consistent with other studies showing that parental males and females can use the same hormones and molecular mechanisms to activate the same pathways in the brain^46^.

The finding of partial commonality between paternal care in a fish and maternal care in a mammal adds to the growing body of work showing that the underlying neural and molecular mechanisms related to parental care might have been repeatedly recruited during the evolution and diversification of parental care^19,47^. Indeed, our results suggest that so-called “pregnancy hormones” and added shared genes (for instance *BDNF* and G protein regulators, *RGS3*) might have been serving functions related to care giving long before the evolution of mammals, and that these mechanisms operate just as well in fathers as they do in mothers. These commonalities with maternal care in mammals suggest that the neurogenomic shifts that occur during paternal care in a fish might be deeply conserved and might not be sex-specific. Animals have been dealing with the problem of how to improve offspring survival (as well as avoiding filial cannibalism) for a long time; our results suggest that they have relied on ancient molecular substrates to solve it.

## Methods

### Sticklebacks

In sticklebacks, paternal care is necessary for offspring survival and is influenced by prolactin^48^, and the main androgen in fishes (11KT) does not inhibit paternal care in this species^49^. Paternal care in sticklebacks is costly both in terms of time and energy^38^, infanticide and cannibalism are common^20^, and males must be highly vigilant to challenges from predators and rival males while caring for their vulnerable offspring.

Adult males were collected from Putah Creek, CA, a freshwater population, in spring 2013, shipped to the University of Illinois where they were maintained in the lab on a 16:8 (L:D) photoperiod and at 18 °C in separate 9-l tanks. Males were provided with nesting material including algae, sand and gravel and were visually isolated from neighbors.

In order to track transcriptional dynamics associated with becoming a father, we sampled males for brain gene expression profiling at five different points during the reproductive cycle (*n* = 5 males per time point): nest, eggs, early hatching, middle hatching and late hatching (control: reproductively mature males with no nests). Males in the nest condition had a nest but had not yet mated. Males in the eggs condition were sampled four days after their eggs were fertilized. Because males in the eggs condition were sampled four days after mating, the transcriptomic effects of mating are likely to have attenuated by the time males were sampled at this stage. Hatching takes place over the course of the 5th day after fertilization, and a previous study found that brain activation as assessed by *Egr-1* expression was highest while male sticklebacks were caring for fry as compared to males with nests or eggs^50^. In order to capture males’ response to the new social stimulus of their fry (see^51^), we focused on three time points on the day of hatching, which capture the start of the hatching process (9 a.m.), when approximately half of the clutch is hatched (1 p.m.) and when all of the eggs have hatched (5 p.m.).

Males in the nest, eggs and early hatching conditions were sampled at 9 a.m., males in the mid-hatching condition were sampled at 1 p.m. and males in the late hatching condition were sampled at 5 p.m. Males in these conditions were compared to reproductively mature circadian-matched control males that did not have a nest (*n* = 5 males per control group). Wild-caught females from the same population were used as mothers. Males were quickly netted and sacrificed by decapitation within seconds. All methods were approved by the IACUC of the University of Illinois at Urbana-Champaign (#15077).

### RNA sequencing

Heads were flash frozen in liquid nitrogen and the telencephalon and diencephalon were carefully dissected and placed individually in Eppendorf tubes containing 500 μL of TRIzol Reagent (Life Technologies). Total RNA was isolated immediately using TRIzol Reagent according to the manufacturer’s recommendation and subsequently purified on columns with the RNeasy kit (QIAGEN). RNA was eluted in a total volume of 30 μL in RNase-free water. Samples were treated with DNase (QIAGEN) to remove genomic DNA during the extraction procedure. RNA quantity was assessed using a Nanodrop spectrophotometer (Thermo Scientific), and RNA quality was assessed using the Agilent Bioanalyzer 2100 (RIN 7.5–10); one sample was excluded because of low RNA quality. RNA was immediately stored at −80 °C until used in sequencing library preparation.

The RNAseq libraries were constructed with the TruSeq® Stranded mRNA HT (Illumina) using an ePMotion 5075 robot (Eppendorf). Libraries were quantified on a Qubit fluorometer, using the dsDNA High Sensitivity Assay Kit (Life Technologies), and library size was assessed on a Bioanalyzer High Sensitivity DNA chip (Agilent). Libraries were pooled and diluted to a final concentration of 10 nM. Final library pools were quantified using real-time PCR, using the Illumina compatible kit and standards (KAPA) by the W. M. Keck Center for Comparative and Functional Genomics at the Roy J. Carver Biotechnology Center (University of Illinois). Single-end sequencing was performed on an Illumina HiSeq 2500 instrument using a TruSeq SBS sequencing kit version 3 by the W. M. Keck Center for Comparative and Functional Genomics at the Roy J. Carver Biotechnology Center (University of Illinois). The 79 libraries were sequenced on 27 lanes.

### RNA Seq informatics

FASTQC version 0.11.3^52^ was used to assess the quality of the reads. 

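The reads listed for the 79 libraries had a mean of 60.1 M, from 44.8 M to 101.8 M. Between 69.7% and 77.6% of them aligned (median 72.9%), and a median of 47.9% of aligned reads were counted on genes.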

RNA-seq produced an average of 60 million reads per sample (Supplementary Data 9). We aligned reads to the *Gasterosteus aculeatus* reference genome (the repeat masked reference genome, Ensembl release 75), using TopHat (2.0.8)^53^ and Bowtie (2.1.0)^54^. Results of the TopHat alignment were largely in agreement with results from HISAT2^55^ (Supplementary Fig. 4). Reads were assigned to features according to the Ensembl release 75 gene annotation file (http://ftp.ensembl.org/pub/release-75/gtf/gasterosteus_aculeatus/). We used the default settings in all the programs unless otherwise noted.

### Defining DEGs

HTSeq v0.6.1^56^ read counts were generated for genes using stickleback genome annotation. Any reads that fell in multiple genes were excluded from the analysis. We included genes with at least 0.5 count per million (cpm) in at least five samples, resulting in 17,659 and 17,463 genes in diencephalon and telencephalon, respectively. 

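On the deposited counts, the same filter left 18609 genes in diencephalon and 18397 in telencephalon when CPM were taken of the reads on genes. When they were taken of all aligned reads, including those outside genes, it left 17660 and 17464. This denominator was chosen after seeing that the first did not give the number of the methods.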

Count data were TMM (trimmed mean of *M*-values) normalized in R using edgeR v3.16.5^57^. Samples separated cleanly by brain region on an MDS plot; we did not detect any outliers. 

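On log2 CPM of the 18958 genes that passed the filter over all libraries, the first principal component took 36.9% of the variance and separated the regions, with diencephalon libraries from 44.1 to 61.5 and telencephalon libraries from -66.3 to -29.1. The median correlation of a library with the others of its group was 0.937 or higher.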

To assess differential expression, pairwise comparisons between experimental and control conditions were made at each stage using appropriate circadian controls. Because the nest, eggs and early stages were all sampled at 9 a.m., their expression was compared relative to the same 9 a.m. control group.

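Between control males of 5 p.m. and of 9 a.m., 3 genes differed in diencephalon and 1 in telencephalon (adjusted p under 0.01, quasi-likelihood test).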

Diencephalon and telencephalon were analyzed separately in edgeR v3.16.5. A tagwise dispersion estimate was used after computing common and trended dispersions. To call differential expression between treatment groups, a “glm” approach was used. We adjusted actual *p*-values via empirical FDR, where a null distribution of p-values was determined by permuting sample labels for 500 times for each tested contrast and a false discovery rate was estimated^58^. 

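For the deposited counts, the p-value of each gene was ranked among those of all genes under permuted labels, with 99 regroupings of the males of each contrast, the largest number drawn here. This gave 924, 793, 391, 560 and 2536 genes at nest, eggs, early, mid and late in diencephalon and 769, 443, 410, 142 and 1078 in telencephalon. Another 2 forms of the permutation, chosen after seeing those counts, used the spread of the real groups (890, 879, 479, 824 and 2225 in diencephalon) and labels permuted over the whole region (648, 950, 174, 506 and 2534). In simulated counts with 200 changed genes, the procedure with permuted labels called 370 genes, 183 of them changed, and the quasi-likelihood test called 171, 166 of them changed.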

Similarities across stages of care was assessed using hypergeometric tests and PCA (Supplementary Fig. 2).

For a fair comparison between our study and Ray et al.^31^, we reanalyzed the Ray et al., gene expression dataset by applying the same model, dispersion estimates and false discovery rate procedures.

### Unique genes

One of the goals of this study was to identify genes that uniquely characterized a particular state, e.g. to a particular stage of paternal care, or to either the territorial challenge or the paternal care experiment. To address the possibility that putative unique genes barely passed the cutoff for differential expression in another state (false negatives), we adopted an empirical approach, as in ref. ^23^. We kept the cutoff for DEGs at the focal state at FDR < 0.01 and relaxed the FDR cutoff on the other states (see Supplementary Fig. 1 for an explanation of this procedure). This procedure was repeated for each state and in each brain region separately.

### Added shared genes

We wanted to know how many of the genes that were differentially expressed in one stage remained differently expressed in the subsequent stages (added shared genes). To find added shared genes, we first selected those stages which had significant pairwise overlap between them (FDR < 0.05, hypergeometric test). Only those genes were tested for overlap with subsequent stages; in order to qualify as an added shared genes for a particular stage, the gene could not be differentially expressed during a preceding stage and had to be differentially expressed during a subsequent stage, but not necessarily the stage immediately following that particular stage. Except for the first stage, each stage’s genes were first subtracted from the previous stages’ DEGs and then tested for overlap with subsequent stages (Supplementary Fig. 3).

To assess the significance of added shared genes, we used rotation gene set testing functionality (ROAST)^24^ in the limma package^59^. ROAST can test whether any of the genes in a given set of added shared genes are differentially expressed in the specified contrast and also can test if they are consistently regulated. ROAST tests for three alternative hypotheses: “Up”, tests whether the genes in the set tend to be up-regulated, “Down” tests whether the genes in the set tend to be down-regulated and “Mixed” tests whether the genes in the set tend to be differentially without regard for direction of regulation. Here we used directional ROAST (null hypothesis either Up or Down) and separated the added shared genes by their direction of regulation (up or down) in a focal stage and then tested for their significant differential expression and consistent direction in subsequent stages. We also complemented this analysis with a Chi-Square test to determine whether the number of genes within a given set of overlapping genes showing a concordant expression pattern is greater than expected due to chance.

### Stickleback and mouse orthrogroups

To compare stickleback and mouse genes we generated a reliable orthogroup map using OrthoDB, v9.1^60^. This map contained both one-to-one, one to many and many to many orthology associations between stickleback and mouse genes. This map contains 3790 orthogroups which represent 4820 stickleback and 4894 mouse genes.

### Overlap significance

We tested the significance of unique and added shared DEGs between stickleback and mouse at the orthogroup level. We used Monte Carlo repeated random sampling to determine if an observed orthogroup overlap between species was statistically significant at *P* < 0.05^61^. For example, suppose $$t^ \ast$$ is the observed orthogroup overlap between the stickleback and the mouse gene lists and *n*_1_ and *n*_2_ are gene set sizes respectively. We repeatedly and randomly drew samples of size *n*_1_ from the stickleback genome and samples of *n*_2_ from the mouse genome for *M* times (*M* = 10^5^) with replacement and detected an overlap *t*_*i*_ for each iteration of *M* and computed an estimated p-value using the following equation,

1 $$estimate \,\, {\wp} = \frac{{1 + \mathop {\sum }\nolimits_{i = 1}^M I\left( {t_i \ge t^ \ast } \right)}}{{1 + M}}$$

where *I(.)* is an indicator function.

### Transcriptional regulatory network (TRN) analysis

ASTRIX uses gene expression data to identify regulatory interactions between transcription factors and their target genes. A previous study validated ASTRIX-generated TF-target associations using data from ModENCODE, REDfly, and DROID databases^62^. The predicted targets of TFs were defined as those genes that share very high mutual information (*P* < 10^−6^) with a TF, and can be predicted quantitatively with high accuracy (Root Mean Square Deviation (RMSD) < 0.33 i.e prediction error less than 1/3rd of each gene expression profile’s standard deviation. The list of putative TFs in the stickleback genome was obtained from the Animal Transcription Factor Database. Given TFs and targets sets ASTRIX infers a genome-scale TRN model capable of making quantitative predictions about the expression levels of genes given the expression values of the transcription factors. The ASTRIX algorithm was previously used to infer a TRN models for honeybee, mouse and sticklebacks^34,62–64^. ASTRIX identified transcription factors that are central actors in regulating aggression, maturation and foraging behaviors in the honeybee brain^62^.

Here we used ASTRIX to infer a joint gene regulatory network by combining gene expression profiles from a previous study on the transcriptomic response to a territorial challenge in male sticklebacks^34^ with the data from this experiment. Combining the two datasets increased statistical power to help identify modules that are shared and unique to the two experiments. Transcription factors that are predicted to regulate DEGs in either experiment were determined according to whether they had a significant number of targets as assessed by a Bonferroni FDR-corrected hypergeometric test.

### Functional analysis

We derived GO assignments, using protein family annotations from the database PANTHER^65^. Stickleback protein sequences were blasted against all genomes in the database (PANTHER 9.0 85 genomes). This procedure assigns proteins to PANTHER families on the basis of structural information as well as phylogenetic information. Genes were then annotated using GO information derived from the 85 sequenced genomes in the PANTHER database.

GO analysis were performed in R using TopGo v.2.16.0 and Fisher’s exact test. A *p*-value cut off of <0.01 was used to select for significantly enriched functional terms wherever possible. We summarized the GO terms into larger and general categories to get a general overview of the underlying biology. Terms were grouped together if they were in a similar pathway and/or based on semantic similarity. GO enrichments along with their respective *p*-values are in Supplementary Data 2 and 7.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

## Data Availability

The datasets generated during and/or analysed during the current study are available in GEO accession code number GSE134508.

# Supplementary material for: Neurogenomic insights into paternal care and its relation to territorial aggression
**Source:** Nat Commun. 2019 Sep 30;10:4437. doi: 10.1038/s41467-019-12212-7
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information

for

Neurogenomic insights into paternal care and its relation to territorial aggression

Bell et al

(a)

| Gene | FDR in set 1 | FDR in set 2 | Unique to? | Shared? |
|------|--------------|--------------|------------|---------|
| 1    | 0.00001      | 0.001        |            | Y       |
| 2    | 0.0001       | 0.001        |            | Y       |
| 3    | 0.03         | 0.002        | 2          | Y       |
| 4    | 0.00003      | 0.3          | 1          | N       |
| 5    | 0.00004      | 0.03         |            | N       |
| 6    | 0.005        | 0.04         |            | N       |
| 7    | 0.006        | 0.05         |            | N       |
| 8    | 0.007        | 0.06         |            | N       |
| 9    | 0.05         | 0.00001      |            | N       |
| 10   | 0.001        | 0.02         | 1          | N       |
| 11   | 0.02         | 0.5          |            | N       |
| 12   | 0.03         | 0.03         |            | N       |
| 13   | 0.04         | 0.3          |            | N       |
| 14   | 0.05         | 0.05         |            | N       |
| 15   | 0.06         | 0.06         |            | N       |
| 16   | 0.25         | 0.0001       | 2          | N       |
| 17   | 0.08         | 0.4          |            | N       |
| 18   | 0.1          | 0.3          |            | N       |
| 19   | 0.3          | 0.2          |            | N       |
| 20   | 0.4          | 0.1          |            | N       |

(b)

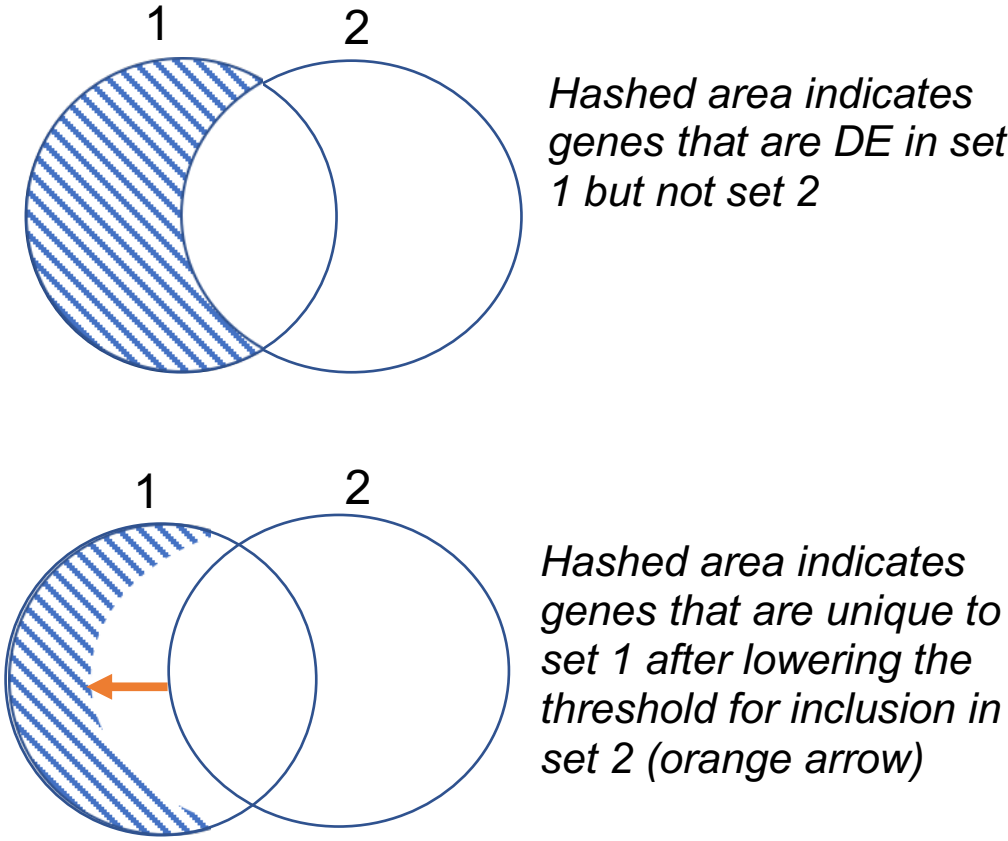

Supplementary Figure 1.

**Supplementary Figure 1.** Procedure for identifying genes that are unique to a particular set of genes (i.e. nonshared). a) The table shows hypothetical FDR values of the differential expression between the control and experimental condition in two different comparisons for 20 different genes. In order for a gene to be considered unique to a particular set, it had to be DE in that set at  $FDR < 0.01$  and it had to be clearly not differentially expressed in another set, i.e. at  $FDR > 0.2$ . In contrast, genes that were shared between sets were DE at  $FDR < 0.01$  in both sets. b) Venn diagrams to illustrate how increasing the FDR threshold in a non-focal set reduces the size of the gene set that is unique to the focal set. These hypothetical venn diagrams show the number of DEGs in two different sets (1 and 2) and the overlap between them. In the top panel, the hashed area indicates genes that are DE in set 1 at  $FDR < 0.01$  but are not DE in set 2 at  $FDR < 0.01$ . To guard against the possibility that some of the genes in the hashed area just barely passed the threshold for differential expression in set 2, we expanded the gene set in set 2 to include genes that were DE at  $FDR < 0.2$ , as indicated by the orange arrow. The hashed area now indicates genes that we consider to be unique to set 1; note that the size of the hashed area in the bottom panel is considerably smaller than the hashed area in the top panel, because the unique genes had to pass a more stringent filter for inclusion.

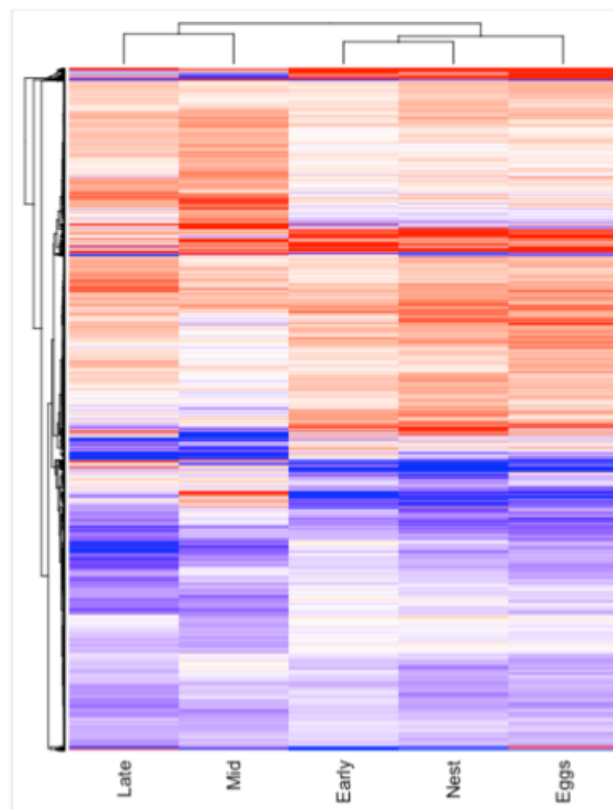

**Supplementary Figure 2.**

**Supplementary Figure 2.** Hierarchical clustering of logFC of all of the differentially expressed genes between the control and experimental conditions during the in the nest, eggs, early, mid and late stages (1674 genes).

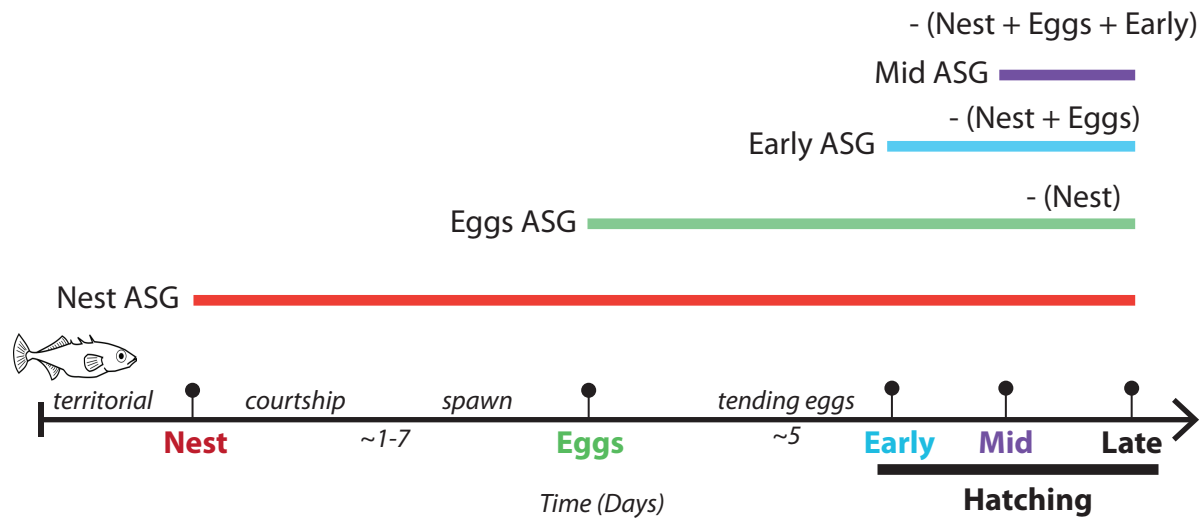

Supplementary Figure 3.

**Supplementary Figure 3. Conceptual overview of added shared genes (ASG).** The general timeline for the experiment is shown at the bottom of the figure. In order to identify genes which were added to a stage and which remained differentially expressed between the control and experimental group in subsequent stages (added shared genes), we identified shared DEGs between a stage of interest and at least one subsequent stage, and then removed from this list any genes that were differentially expressed during a preceding stage. For example, “mid added shared genes” include genes that were differentially expressed during the middle and late stages, but were not differentially expressed in any of the preceding stages. Stickleback drawing by MB.

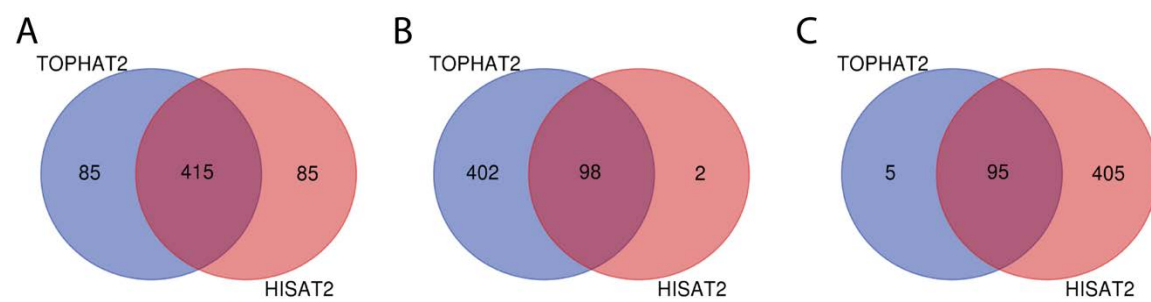

**Supplementary Figure 4**

**Supplementary Figure 4. Comparing the results of differential gene expression analysis using TopHat2 versus HISAT2.** Shown are representative results for differential expression in diencephalon between males during the nesting stage versus the control group. (A) Shows the overlap between the top 500 differentially expressed genes according to TopHat2 (blue) and HISAT2 (red). The two tools generated very similar results, with 83% of the top 500 DEGs shared between the two tools. The Venn diagrams on the right show how many of the top 100 ranked genes according to one tool were within the top 500 ranked genes according to the other tool. (B) 98 of the top 100 genes using HISAT2 are present in the top 500 genes using TopHat2. (C) 95 of the top 100 genes using Tophat2 are present in the top 500 genes using HiSat2. The large overlap suggests that the genes that are ranked highly by one tool (i.e. in the top 100) are also ranked highly by the other tool (i.e. in the top 500); the ranks are not exactly the same between the two tools because of different alignment protocols.

# Supplementary material for: Neurogenomic insights into paternal care and its relation to territorial aggression
**Source:** Nat Commun. 2019 Sep 30;10:4437. doi: 10.1038/s41467-019-12212-7
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

No software was used to collect the data.

Data analysis

Codes are available on GitHub [<https://github.com/bukhariabbas/stickleback-paternal-care>].

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The datasets generated during and/or analysed during the current study are available in GEO (accession code number GSE134508 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE134508>; Enter token wtdkuqobnabpij into the box]. Codes are available on GitHub [<https://github.com/bukhariabbas/stickleback-paternal-care>]. All other relevant data is available upon request.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☐ Life sciences ☐ Behavioural & social sciences ☒ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                                   |                                                                                                                                                                                                                                           |
|-----------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Study description                 | The neurogenomic changes associated with paternal care were compared between males at different stages of paternal care versus control males. Neurogenomic profiling was carried out in two brain regions: diencephalon and telencephalon |
| Research sample                   | Wild-caught adult male sticklebacks                                                                                                                                                                                                       |
| Sampling strategy                 | Sample sizes were based on comparable studies of neurogenomic changes associated with behavior, with n=5 individuals per condition                                                                                                        |
| Data collection                   | Brain tissue was dissected, RNA extracted, libraries prepped and sequenced at the Keck Center at the University of Illinois.                                                                                                              |
| Timing and spatial scale          | All brain tissue samples were collected in summer 2013                                                                                                                                                                                    |
| Data exclusions                   | One sample was excluded because of low quality RNA and was not sequenced.                                                                                                                                                                 |
| Reproducibility                   | The experimental samples were replicated with n=5 individuals per condition.                                                                                                                                                              |
| Randomization                     | Males were randomly assigned to either the control or experimental group                                                                                                                                                                  |
| Blinding                          | Samples were analyzed blind                                                                                                                                                                                                               |
| Did the study involve field work? | <input type="checkbox"/> Yes <input checked="" type="checkbox"/> No                                                                                                                                                                       |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                         |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | For laboratory animals, report species, strain, sex and age OR state that the study did not involve laboratory animals.                                                 |
| Wild animals            | Adult wild animals were collected with minnow traps, transported via air overnight to the lab at the University of Illinois. Males were sacrificed for brain collection |
| Field-collected samples | Animals were collected in the field and studied in the lab under an IACUC-approved protocol                                                                             |
| Ethics oversight        | This study was approved by the University of Illinois IACUC under protocol #15077                                                                                       |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

# Supplementary material for: Neurogenomic insights into paternal care and its relation to territorial aggression
**Source:** Nat Commun. 2019 Sep 30;10:4437. doi: 10.1038/s41467-019-12212-7
**Supplement:** Supplementary file 4 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**Supplementary Data 1.** Stickleback paternal care and territorial aggression DEGs. Each sheet reports the list of DEGs for a pairwise treatment vs control comparison in each condition.

**Supplementary Data 2.** Functional enrichment of paternal care DEGs with conditions in different columns; statistically significant p-values are shown.

**Supplementary Data 3.** Pairwise gene set intersections between different stages of paternal care along with their p-values.

**Supplementary Data 4.** Statistical significance of added shared genes (ASG) as assessed by ROAST. Results for the different brain regions of both stickleback and mouse are shown in different sheets. Each sheet contains a table which consists of seven columns. “Name” indicates the set being tested, “contrast” indicates the comparison against the set which will be tested. “NGenes” is number of genes in the set, “PropUp” is proportion of genes in set with  $z > \sqrt{2}$ , “PropDown” is proportion of genes in set with  $z < -\sqrt{2}$ , “Direction” is direction of change such as up or down, and “FDR” is a fdr of direction based test. A significant “FDR” suggests significantly differential expression of genes in the given set along with consistent direction.

**Supplementary Data 5.** Mouse maternal care DEGs at  $FDR < 0.01$ , each sheet reports the list of DEGs for a pairwise treatment vs control comparison in each condition.

**Supplementary Data 6.** Shows significant orthogroups along with their representative DEGs from stickleback and mouse. The sheet “summary” represents significance of overlaps across analogous brain regions as assessed by permutation tests. The sheet “Orthogroup\_D\_Hypothalamus” represents added shared gene orthogroups between diencephalon and hypothalamus. The sheet “Orthogroup\_D\_Hypothalamus” represents added shared gene orthogroups between telencephalon and hippocampus.

**Supplementary Data 7.** Functional enrichment of genes that were unique to either the paternal care or territorial aggression experiment.

**Supplementary Data 8.** Results of ASTRIX analysis to build a transcriptional regulatory network for the paternal care and territorial aggression DEGs. Shown are transcription factors and their targets that were enriched in both datasets.

**Supplementary Data 9.** Shows each library read count information along with the lane in which they were sequenced.

How the deposited data were processed for this re-analysis (not part of the article)

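RNA was sequenced from the diencephalon and the telencephalon of 40 male sticklebacks in 8 groups of 5, which gave 79 libraries, 39 of diencephalon and 40 of telencephalon. The authors aligned the reads with TopHat and Bowtie to the repeat masked stickleback genome, counted them on genes with HTSeq and deposited the counts as whole numbers, without normalization with the numbers of reads outside genes, in several places and in more than 1 gene. Counts of reads that fell in more than 1 gene are left out of the gene counts. Conditions, male numbers and sampling times came from the sample labels and the methods, and the lanes came from Supplementary Data 9. The pairing of diencephalon and telencephalon libraries by male comes from the male numbers in the labels.

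Counts on genes ranged from 15839679 to 37371744 per library, with a median of 20788830. A share of counts near 0 was judged against a floor of 3 counts.

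Genes with at least 0.5 CPM in at least 5 libraries of a region were tested. edgeR 4.0.16 on R 4.3.3 normalized the counts by TMM and fitted all 8 groups of a region; quasi-likelihood tests compared each stage with its control group, with Benjamini-Hochberg adjustment and a threshold of 0.01. The same fit tested the mean change over the 5 stages, eggs against nest, early against eggs and control 5 p.m. against control 9 a.m. One fit of all 79 libraries tested whether the mean change differed between the regions. Alternatives set before the data were examined were RLE normalization, no filter on low counts, DESeq2 1.42.0, a fit of the 2 groups of a contrast alone, adjusted p under 0.05, the likelihood ratio test with Benjamini-Hochberg adjustment and with values from permuted labels, marker scores as covariates, the male as a block, and leaving out each male in turn. Alternatives chosen after seeing the data were the share of reads outside genes as a covariate, a filter on CPM of aligned reads, another 2 forms of the permutation, and the contrasts of one stage against the mean of the other 4. The closing section gives their effects.

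The procedure with permuted labels followed the description in the methods as far as it goes: a likelihood ratio test with tagwise dispersions, and for each gene the mean share of all genes that, with the males regrouped, had a p-value at or below its own. That value is an empirical p-value, pooled over genes, which about 1% of genes reach under 0.01 when labels mean nothing; the methods call their adjusted value an empirical false discovery rate, and their text does not give the formula. It drew 99 regroupings, fewer than the methods name. The lists behind unique, overlapping and added shared genes came from it. Overlaps were set against a hypergeometric expectation and against 99 relabellings of the males within their time of day. Each relabelled list took the genes with the lowest p, as many as the real list held.

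The genes named are those the paper names in its text, Fig. 1c, Fig. 3 and Fig. 5 that could be matched to an identifier (27), 17 marker genes of pituitary and photoreceptors, and in each region up to 3 genes with the largest change among those that passed 0.01 and did not overlap with the control males. Names come from the supplementary tables. The genes of Fig. 1c were not matched to identifiers and are not analysed here. The gene ontology enrichment, the rotation test, the transcriptional regulatory network, and the mouse and territorial challenge data were not analysed here.

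The scripts were tested on simulated counts with the real libraries' means and sizes. With 200 genes changed at late hatching in the diencephalon, of 18609 genes, the quasi-likelihood test recovered 166, with 5 false calls, and called 0 genes where no gene was changed. The procedure with permuted labels recovered 183, with 187 false calls. With the share of reads outside genes as a covariate, 155 of 200 were recovered. When 2000 genes were made to follow that share, with none changed by late hatching, 363 were called without the covariate and 0 with it. For the difference between regions, 178 of 200 were recovered among 18958 genes, and 173 with the male as a block. Every library was drawn independently, so the 2 libraries of a male did not deviate together. The changes given to the 200 genes were larger than the median size of the real calls at late hatching, 0.54 on the log2 scale. Figures were drawn with matplotlib 3.10.9 and tables made with numpy 2.4.6, scipy 1.17.1 and Python 3.11.15.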

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

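The tests of the share of reads outside genes as a covariate, of the marker scores for the telencephalon mean, of the library index for that share, of other splits of the males for the nest, mid and late stages in diencephalon, and of other splits for the unadjusted p-values of the difference between regions were chosen only after the result was seen; the other tests were set before.

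In the diencephalon, the share of aligned reads outside genes was 5.2 percentage points higher at late hatching than in the 5 p.m. control group, and all 5 late males lay above all 5 control males (two-sided exact permutation test, p = 0.00794, the smallest that 5 against 5 allow; adjusted p = 0.0794 over 10 comparisons of that exact test). It is a signal in counts the paper does not analyse. The late males, at a mean of 44.6%, were close to the other stages, which lay between 43.9% and 45.7%, and the 5 p.m. control group was low, at 39.4% against 43.0% at 9 a.m. and 41.9% at 1 p.m. The library index is a candidate source, since it follows the groups: no experimental male except late male 65 carried an index that a control male carried. Male 65, whose index was also carried by 3 control males of 9 a.m., had the highest share of the late males (46.35%). Within groups, males with the same index deviated together in this share no more than by chance in diencephalon (permutation p = 0.23) and more than by chance in telencephalon (permutation p = 0.028). A comparison within groups cannot count against an index effect between late and control males, so the signal cannot be told apart from the index. Of the 5 stages, late hatching also had the most calls in the quasi-likelihood test. With the share as a covariate, the calls at late hatching went from 524 to 0 and those of the mean of the 5 stages from 901 to 0 (1856 and 1651 genes with an unadjusted p under 0.05), and 523 of the 524 kept their direction, with a median log2 fold change 0.64 of the size without the covariate and a standard error 1.28 times as large. Simulated changes were recovered with the covariate for 155 of 200 genes. Each simulated change was larger than the median size of the 524 real ones, 0.54 on the log2 scale. The recovery therefore leaves open whether the covariate removes changes of the real size. If the share drove the fold changes, genes should follow it in the libraries of the other groups as well. Across genes, the correlation of the change at late hatching with the change per percentage point of the share in the other 29 libraries was 0.13, inside the range of 100 permutations (-0.25 to 0.31). It was 0.15 at early and 0.13 at mid hatching, also inside, but 0.26 at the nest stage (range -0.27 to 0.22) and 0.28 with eggs (range -0.25 to 0.26), outside. In telencephalon it was -0.12, 0.01, -0.19, -0.07 and -0.29 at nest, eggs, early, mid and late, none of them outside the range of its 100 permutations. For late hatching these tests differ: the correlation gave no sign of the share, while the covariate removed the calls but overlaps with the groups, and 327 of the 524 genes kept an unadjusted p under 0.05 with it. Whether the share contributes to the late calls is left open by them, and for nest and eggs in diencephalon it may contribute. A biological difference, for example in intron-containing RNA, would also give such a share, and it was not tested.

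The lanes also follow the groups: all controls and 1 late male (male 65) were listed on multiple lanes. On the axis from control to care, where 0 is the mean of the 5 p.m. controls and 1 the mean of the other 4 late males, male 65 lay at 0.78 in diencephalon, nearer to the late males, and at 0.17 in telencephalon, nearer to the controls. This position bears only on sequencing on multiple lanes as such, since male 65 shared neither its index nor its pair of lanes with the 5 p.m. controls, and a single male cannot settle it in either region. Sequencing on multiple lanes remains a candidate explanation in telencephalon, and the particular lanes and the index remain open in both regions. Within groups, deviations of expression were shared by libraries with the same index no more than by chance (permutation p = 0.41 in diencephalon and 0.36 in telencephalon), which leaves differences between groups open.

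Of 118 groups of 4 to 10 values tested for a value far from the others, 10 were so, where chance gives about 5.9. They are as follows. The photoreceptor marker score was 2.62 in the diencephalon of nest male 70 (the others from -0.46 to -0.02), 3.39 in that of mid male 80 (from -1.18 to -0.06), 2.89 in that of 5 p.m. control male 97 (from -0.64 to 0.32), and 5.07 in the telencephalon of 1 p.m. control male 12 (from -1.59 to 0.03). The pituitary score was 10.0 in the telencephalon of 1 p.m. control male 96 (from -1.39 to 0.68). The share of reads outside genes was 41.22% in the telencephalon of early male 58 (from 42.53 to 42.86). ENSGACG00000008735 was at 0.545 CPM in the diencephalon of late male 15 (from 0 to 0.103). crx was at 1.1 in the telencephalon of early male 64 (from 0.324 to 0.333), and nr5a1b at 2.79 in the same male (from 0 to 0.562) and at 0.125 in the telencephalon of eggs male 87 (0 in the others). In the telencephalon of the 9 a.m. control group, high scores came in pairs and were not flagged. The pituitary score there was 10.61 and 8.93 in males 39 and 41, and at most 0.36 in the others. The photoreceptor score was 5.51 and 3.27 in males 7 and 74, and at most -1.25 in the others. This group is the control of the nest, eggs and early stages. The high marker scores may come from pituitary or photoreceptor tissue carried into some dissections. That is a hypothesis from marker lists written before the test. With both scores as covariates, the log2 fold change of nr5a1b at the nest stage in telencephalon went from -7.64 to 0.97. That of crx went from -2.0 to -0.10. Neither gene is on the marker lists, though the description listed for crx is cone-rod homeobox. With the same covariates, the 112 calls of the telencephalon mean went to 0 (2124 genes with an unadjusted p under 0.05). A dissection boundary that moves tissue from one region to the other would make genes fall in one region as they rise in the other; 13 genes had a correlation under -0.5 between the regions, and re-paired males gave a median of 34 (permutation p = 0.9). The regions of a male deviate together, which lowers this number under any dissection, so a moved boundary cannot be told from this test. No biological explanation was tested for these values.

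Between the regions, 5 genes had a different mean change over the 5 stages with the male as a block, and 0 without it, where 1584 had an unadjusted p under 0.05; the 5, with the difference on the log2 scale, were anxa13 (-0.29), mylpfb (7.27), and 3 genes without a name in the supplement, ENSGACG00000007656 (-0.90), ENSGACG00000014138 (-0.33) and ENSGACG00000019280 (-0.45). Splits of the males were not run for the fit with the block. In 5960 genes the deviations of the 2 libraries of a male correlated above 0.5, against at most 839 with re-paired males (permutation p = 0.001, the smallest 1000 re-pairings can give). For the fit without the block, 100 of the 100 relabellings of the males gave as many genes as the 0 observed, which no relabelling can go under. At an unadjusted p under 0.01 there were 465 genes, against at most 246 in the other relabellings, so that 1 of 100, the real one, gave as many.

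The change at the nest stage differed from the mean of the other 4 stages for 1 gene in diencephalon, ENSGACG00000008836, with a difference of 1.95 on the log2 scale (adjusted p = 0.00612, quasi-likelihood test); 7 of the 100 splits of the males gave at least 1 such gene. In telencephalon 1 gene differed at late hatching, ENSGACG00000022478, by 2.63 (adjusted p = 0.0049, quasi-likelihood test), which 2 of 100 splits reached. The same gene was the 1 that differed between control males of 5 p.m. and of 9 a.m. in telencephalon, at -2.19 (adjusted p = 0.00874, quasi-likelihood test; 3 of 100 splits), so its low control values at 5 p.m. may give both; the 2 contrasts share those males. In diencephalon 3 genes differed between these control groups, ENSGACG00000001934, ENSGACG00000003287 and ENSGACG00000019308, all lower at 5 p.m., by 0.64, 1.15 and 1.28 on the log2 scale, which 1 of 100 splits reached, the real one. These are controls the paper did not compare with each other; sampling time is the condition that differs between them, and the library indexes and the pairs of lanes differ too. The share of reads outside genes in diencephalon was also lower at 5 p.m. (39.4%) than at 9 a.m. (43.0%). All of these genes were named after their values were seen. The lanes and the library index were not tested as explanations for these genes.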

How the results depend on the processing

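Of the 40 counts, RLE normalization was run for 31, the absence of a filter on low counts for 11 and a filter on CPM of aligned reads for 13, and none of these moved past 1.5 times the one reported. The last of these alternatives, like the share of reads outside genes, the other forms of permutation, the contrasts against the other 4 stages and the threshold of 0.05 for those contrasts and for the difference between regions, was chosen after seeing the data. Counts below are genes at nest, eggs, early, mid and late, where the quasi-likelihood test gave 10, 6, 0, 0 and 524 in diencephalon and 2, 1, 0, 0 and 0 in telencephalon. The cause of each change was not tested unless a value is given for it.

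With DESeq2 they were 75, 50, 4, 3 and 1162 in diencephalon and 76, 35, 35, 15 and 11 in telencephalon; 1537 and 265 for the mean of 5 stages; 1 and 7 for early against eggs; 4 for eggs against nest in telencephalon; 23 and 21 for control 5 p.m. against control 9 a.m.; and 1358 for the union. With the likelihood ratio test they were 36, 26, 2 and 795 at nest, eggs, early and late in diencephalon, 14, 14, 3, 2 and 2 in telencephalon, and 863 for the union. In a fit of the 2 groups alone they were 1, 0 and 8 at nest, eggs and late in diencephalon, 0 at nest and eggs in telencephalon, and 9 for the union; at those with 0, 2641, 3056 and 1674 genes had an unadjusted p under 0.05. With an adjusted p under 0.05 they were 76, 37 and 2260 at nest, eggs and late in diencephalon, 40, 10, 4 and 2 at nest, eggs, early and mid in telencephalon, 2734 and 547 for the mean, 15 and 6 for the control groups, 3 and 2 for nest and late against the other 4 stages in diencephalon, 2 for late against the other 4 in telencephalon, 17 for the difference between regions, and 2365 for the union.

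Values from permuted labels gave 924, 793, 391, 560 and 2536 in diencephalon, 769, 443, 410, 142 and 1078 in telencephalon, and 5336 for the union. With the spread of the real groups they gave 890, 879, 479, 824 and 2225, and 794, 540, 548, 181 and 1074. With labels permuted over the region they gave 648, 950, 174, 506 and 2534, and 680, 443, 563, 202 and 547. How far these counts depend on the regroupings drawn was not tested. An early trial of the form with the spread of the real groups gave fewer than 2225 at late hatching in diencephalon. Whether the draws or the code gave that difference was not settled.

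With the share of reads outside genes as covariate, the counts in diencephalon were 2 at the nest stage, 0 with eggs and 0 at late hatching, 0 for the mean of 5 stages (1779, 1856 and 1651 genes with an unadjusted p under 0.05), and 5 for the union, and the calls among named genes went from 8 to 0. With marker scores as covariates, nest in telencephalon and its mean of 5 stages went to 0 (1453 and 2124 with an unadjusted p under 0.05). With the male as a block, the difference between regions was 5 genes in place of 0; the deviations of the 2 libraries of a male correlated at 0.486. DESeq2 called 22 among the named genes.

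With the quasi-likelihood lists there were 0 unique genes in telencephalon, 1 and 0 stage pairs above chance, 3 and 0 added shared genes of the nest stage in diencephalon and telencephalon, and 2 and 0 concordant ones. With the other stages above 0.1 there were 899 and 830 unique genes, and above 0.5 there were 47 and 76.

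Leaving out each male in turn gave from 2 to 59 genes at nest, 0 to 4 with eggs and 40 to 1111 at late hatching in diencephalon, and 0 at early and mid hatching in each fit. In telencephalon it gave 0 to 3 at nest, 0 to 1 with eggs, 0 to 2 at early hatching and 0 at mid and late hatching. For control 5 p.m. against control 9 a.m. it gave 2 to 10 in diencephalon and 0 to 1 in telencephalon, for eggs against nest 0 to 1 in telencephalon, and for the named genes 2 to 10 calls. The late count fell from 524 to 102 or fewer in 5 of the 10 fits: without late male 15 (40) or 32 (46), and without control male 75 (56), 90 (83) or 66 (102).

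Of the 31 gene results, 12 passed 0.01. Direction was reversed for bdnf at late hatching in diencephalon with the share covariate (-0.10), and with marker scores for crx at early hatching (0.23) and nr5a1b at nest (0.97) and early hatching (1.57) in telencephalon. Of the other gene results, DESeq2 made 1 weaker and 6 stronger, marker scores 2 weaker, and the share covariate 9 weaker. Leaving out each male in turn made 68 of 309 fits of these genes weaker and 1 stronger. Of the 10 fits for each gene, those weaker in diencephalon were 6 for bdnf and 5 for ENSGACG00000016537 at nest, and at late hatching 8 for ENSGACG00000008735, 7 each for cnih2, MYH3 and ENSGACG00000014632, 6 for mbnl3, 5 for sox19a and 0 for prkca. In telencephalon they were 6 each for ENSGACG00000016537 and ENSGACG00000005739 at nest and 5 for ENSGACG00000010437 with eggs.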

Differences from the paper's values

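The paper's numbers of DEGs per stage are in Supplementary Data 3. For the diencephalon at nest, eggs, early, mid and late they are 515, 596, 147, 686 and 184, and the quasi-likelihood test gave 10, 6, 0, 0 and 524. At early and mid hatching 1170 and 2581 genes had an unadjusted p under 0.05. For the telencephalon the paper's numbers are 292, 203, 192, 83 and 106, and the quasi-likelihood test gave 2, 1, 0, 0 and 0, where 2042, 1024 and 2577 genes at early, mid and late had an unadjusted p under 0.05. Among the alternatives set before the data were examined, values from permuted labels came within 1.5 times the paper's number with eggs (793) and at mid hatching (560) in diencephalon; none of the others did at those stages, and none did at the other stages, except that 1 of the 10 fits that each left out a male came within it at late hatching in diencephalon (174). Of the forms chosen after seeing the data, labels permuted over the whole region gave 648 at the nest stage, 174 at early hatching and 506 at mid hatching in diencephalon, within that factor, and the spread of the real groups gave 879 with eggs and 824 at mid hatching. No form gave a number near the paper's for late hatching in diencephalon (2225 to 2536) or for any stage in telencephalon.

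The paper states that almost 10% of genes changed; the quasi-likelihood test gave 2.87%. DESeq2 gave 7.22% and an adjusted p under 0.05 gave 12.58%, both within 1.5 times and both set before the data were examined; the other alternatives did not.

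Overlaps between stages in Supplementary Data 3 are, in diencephalon, 193 for nest and eggs (298 here), 64 for nest and early (156), 61 for eggs and early (117), 23 for nest and late (264), 36 for eggs and late (306) and 74 for mid and late (238). In telencephalon they are 69 for nest and eggs (161), 92 for nest and early (197), 60 for eggs and early (151), 18 for nest and mid (28), 6 for eggs and mid (16) and 6 for eggs and late (39). The quasi-likelihood lists and those of unadjusted p, both set before the data were examined, did not close any of these gaps.

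For unique genes, the paper gives 244 in diencephalon and Fig. 2a shows about 89 in telencephalon, read by eye, against 417 and 476. The quasi-likelihood lists gave 288 in diencephalon, and a cutoff above 0.5 for the other stages gave 76 in telencephalon; the other alternatives set before the data were examined did not come within 1.5 times.

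The paper's added shared genes (Supplementary Data 4) number 235, 58, 3 and 60 at nest, eggs, early and mid in diencephalon, 356 in all, against 515, 214, 18 and 187, 934 in all. In telencephalon they number 123, 23 and 8 at nest, eggs and early, against 284, 82 and 17. The paper gives 172 concordant genes of the nest stage in diencephalon against 15 by chance, and here it was 387 against 32.2. None of the alternatives set before the data were examined closed these gaps.

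Fig. 5 shows crx lower in the telencephalon with a nest and at early and mid hatching, where the log2 fold changes were -2.0, -1.84 and -1.02 with adjusted p = 0.209, 0.326 and 0.946 (quasi-likelihood test). It shows nr5a1b lower there with a nest, with eggs and at early hatching, where adjusted p = 0.086, 0.112 and 0.206 (quasi-likelihood test). It shows ENSGACG00000011743 lower in the diencephalon at late hatching, where the log2 fold change was -0.21 with adjusted p = 0.273 (quasi-likelihood test). Permuted labels, set before the data were examined, called crx with a nest (value 0.00844) and nr5a1b with eggs (0.00383) and not the others (0.0195 and 0.163 for crx at early and mid hatching, 0.0131 and 0.0475 for nr5a1b with a nest and at early hatching, 0.109 for ENSGACG00000011743). DESeq2 called none of those listed for it under 0.01, the lowest being nr5a1b with eggs (adjusted p = 0.0167).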

Other observations

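Tests of other splits of the males, with labels exchanged within the groups compared, were set before the result was seen except for the nest, mid and late stages in diencephalon, and the test with the share of reads outside genes as a covariate was chosen after.

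For genes called by the quasi-likelihood test, 1 of 100 splits, the real one, gave as many in diencephalon at the nest stage (10 genes), with eggs (6), at late hatching (524), and in the mean of 5 stages (901), and in telencephalon at the nest stage (2) and in the mean of 5 stages (112). With eggs in telencephalon, 3 of 100 gave 1 gene or more. Where 0 genes were called, 100 of 100 splits gave as many, since no split can give fewer. This held for early and mid hatching in diencephalon (1170 and 2581 genes with an unadjusted p under 0.05), for early and mid hatching in telencephalon (2042 and 1024) and for late hatching there. It also held for eggs against nest (944 in diencephalon, 1250 in telencephalon), for early against eggs (1482 and 530), and for eggs, early, mid and late in diencephalon against the other 4 stages (1213, 1825, 1359 and 1789) and nest, eggs, early and mid in telencephalon (2372, 713, 689 and 1298). The unadjusted p-values give more room. The number of genes with p under 0.01 was reached by 2 of 100 splits at the nest stage in diencephalon (969 genes), 3 with eggs (1120), 3 at early hatching (237), 4 at mid hatching (789) and 1 at late hatching (2802). In telencephalon it was reached by 1 at the nest stage (930), 6 with eggs (648), 8 at early hatching (668), 61 at mid hatching (267) and 1 at late hatching (765). So at mid hatching in telencephalon the real split gave no more genes than splits that mix the males, while at late hatching the other splits gave at most 335 against 765, although no gene passed 0.01 after adjustment (2577 had an unadjusted p under 0.05). A shift of many genes by a small amount could give this, and the 1 of 100 splits speaks against a grouping by accident. Sequencing on multiple lanes could give it as well, since in telencephalon male 65, the late male so sequenced, lay at 0.17, nearer to the controls. The share of reads outside genes was 1.5 percentage points higher at late hatching there, and the changes did not follow it across genes beyond what permutations gave (r = -0.29, range -0.29 to 0.28).

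The 3 stages sampled at 9 a.m. share their control males, which makes their lists overlap without any effect of the stages. With males relabelled within their time of day, nest and eggs shared as many genes in 2 of 100 relabellings in diencephalon and 8 in telencephalon, nest and early in 6 and 4, and eggs and early in 25 and 2. For the 3 of these 6 overlaps reached by 6, 8 and 25 of 100, the shared control group remains a possible explanation. The other 3 were reached less often, but single relabellings exceeded them. The highest gave 323 for nest and eggs in diencephalon, and 280 for nest and early and 188 for eggs and early in telencephalon. The shared control group is less likely for these 3 and is not excluded. Of the other pairs, in diencephalon nest and mid were reached by 27, eggs and mid by 44, early and mid by 81, nest and late by 1, eggs and late by 1, early and late by 90, and mid and late by 2. In telencephalon nest and mid were reached by 11, eggs and mid by 28, early and mid by 2, nest and late by 95, eggs and late by 59, early and late by 92, and mid and late by 99. The hypergeometric test called 8 of 10 pairs in diencephalon and 7 in telencephalon, so it gave small p-values for overlaps that relabelled males reach often. The concordant share of the added shared genes of the nest stage was reached by 1 of 100 in diencephalon and 6 of 100 in telencephalon, so in telencephalon a shared control group is a possible explanation for it.

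A biological hypothesis from these counts is that care changes expression in diencephalon most at late hatching. The direct test of late hatching against the other 4 stages gave 0 genes (1789 with an unadjusted p under 0.05), and a covariate for the share of reads outside genes took the late calls to 0. That covariate overlaps with the groups. Male 65 lay at 0.78, nearer to the late males, which cannot count against a difference in index or in particular lanes between late males and the 5 p.m. controls. The hypothesis is not separated from the share, the lanes or the index.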
